# Decoding cellular plasticity and niche regulation of limbal stem cells during corneal wound healing

**DOI:** 10.1186/s13287-024-03816-y

**Published:** 2024-07-06

**Authors:** Di Sun, Xiaowen Zhang, Rong Chen, Tian Sang, Ya Li, Qun Wang, Lixin Xie, Qingjun Zhou, Shengqian Dou

**Keywords:** Cornea, Corneal epithelium, Limbal stem cells, Niche regulation, Single-cell RNA sequencing

## Abstract

**Background:**

Dysfunction or deficiency of corneal epithelium results in vision impairment or blindness in severe cases. The rapid and effective regeneration of corneal epithelial cells relies on the limbal stem cells (LSCs). However, the molecular and functional responses of LSCs and their niche cells to injury remain elusive.

**Methods:**

Single-cell RNA sequencing was performed on corneal tissues from normal mice and corneal epithelium defect models. Bioinformatics analysis was performed to confirm the distinct characteristics and cell fates of LSCs. Knockdown of *Creb5* and OSM treatment experiment were performed to determine their roles of in corneal epithelial wound healing.

**Results:**

Our data defined the molecular signatures of LSCs and reconstructed the pseudotime trajectory of corneal epithelial cells. Gene network analyses characterized transcriptional landmarks that potentially regulate LSC dynamics, and identified a transcription factor Creb5, that was expressed in LSCs and significantly upregulated after injury. Loss-of-function experiments revealed that silencing *Creb5* delayed the corneal epithelial healing and LSC mobilization. Through cell–cell communication analysis, we identified 609 candidate regeneration-associated ligand-receptor interaction pairs between LSCs and distinct niche cells, and discovered a unique subset of *Arg1*^+^ macrophages infiltrated after injury, which were present as the source of Oncostatin M (OSM), an IL-6 family cytokine, that were demonstrated to effectively accelerate the corneal epithelial wound healing.

**Conclusions:**

This research provides a valuable single-cell resource and reference for the discovery of mechanisms and potential clinical interventions aimed at ocular surface reconstruction.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-024-03816-y.

## Background

The cornea, as the transparent tissue on the ocular surface, is an important component of the visual system with significant refractive and barrier functions [1]. Wherein, the corneal epithelium located on the outermost layer of the cornea, is a stratified squamous non-keratinized layer, acting a key role in keeping the ocular surface moist and resisting infection, as well as preserving corneal transparency and optical function [2–4]. The corneal epithelium is highly regenerative and self-repairing, which depends on the proliferation and differentiation of limbal stem cells (LSCs) located in crypts along the cornea-scleral border [5]. And the integrity of the corneal epithelium is essential for a clear and stable vision.

Wound healing is a highly regulated process consisting of inflammation, epithelial reformation and regression stages [6]. The skin epidermis is a typical wound healing model, epidermal stem cells differentiate into terminally differentiated epidermal cells with important biological functions, thereby completing the process of epidermal wound healing [7, 8]. Analogously, when the corneal epithelium is damaged, LSCs change their cellular dynamics to differentiate into limbal progenitor cells and transit-amplifying cells in response to corneal epithelial cell renewal. These cells divide and migrate to the central basal layer of the cornea to promote corneal epithelial healing, thus reconstructing the ocular surface, restoring visual acuity and function of the eye [9–12]. This process is inseparable from the involvement of the LSC niche, also known as the surrounding microenvironment of LSCs. Previous studies revealed that various cell types, such as mesenchymal cells [13], immune cells [14], melanocytes [15], vascular cells [16] or even nerve fibers [17] and extracellular matrix and signal molecules [18], were involved in the functional regulation of LSCs as niche components. Once LSCs or their niche regulations performed abnormally, it may impede the wound healing process and pose a serious threat to vision.

Recently, various studies pertaining to the LSCs and their niches have revealed multiple new findings [19–21]. However, precisely how distinct transcriptional signals changed during wound healing, and which kind of niche cells participate in the regulation of LSCs, remain to be elucidated. High-throughput sequencing technology has allowed for the use of multiomics methods to study ocular tissues [22–25]. Recently, single-cell RNA sequencing (scRNA-seq) has emerged as a powerful tool that enables the investigation of previously unidentified cell types and the detailed analysis of their potential heterogeneity with unprecedented resolution [26–28]. Unlike traditional methods that analyze gene expression in the bulk-input tissues, scRNA-seq allows for the identification of subtle differences in individual cells [29–31], which help identify specific signals in different cell types and improve our understanding of the limbal stem cell dynamics and niche regulations. Single-cell based research and discoveries have been made in various eye tissues, including the cornea [32, 33], iris [34, 35], sclera [36, 37], uvea [38] and retina [22, 39, 40]. Recently, it was reported that mouse LSCs can be subdivided into quiescent LSCs (qLSC, located in the outer limbus) and active LSCs (aLSC, located in the inner limbus) [14]. Single-cell transcriptome can monitor specific transcription process in a cell type-specific manner [7, 41, 42]. Dissecting and studying the dynamic behaviors of LSCs and the molecular regulation mechanism of niches during corneal epithelial wound healing at the single-cell level was crucial.

Herein, we performed scRNA-seq analysis on mouse cornea from homeostasis and wound repair conditions, and compiled a transcriptomic atlas of all cell types originated from corneal tissues with an unprecedented resolution. Then we further divided corneal epithelial cells into 9 subpopulations and annotated through classical markers, including aLSCs and qLSCs, and determined the hierarchical characteristics and differentiation trajectories of these subpopulations during corneal wound healing. Then we mainly analyzed the specific changes in transcriptional regulons of LSCs and found that, *Creb5*, a core transcription factor in LSCs, play vital roles in the corneal epithelial regeneration, and knocking down *Creb5* delayed wound healing. In addition, we systematically depicted the cell–cell communications between LSCs and immune cells from limbal niche during corneal epithelial wound healing. Furthermore, we identified injury-induced *Arg1*^+^ macrophages could secrete OSM, thereby accelerating corneal epithelial wound healing. In conclusion, this study provided a comprehensive understanding of the LSC behaviors and their niche regulation mechanisms in homeostasis and regeneration at the single-cell level, and laid a foundation for further clinical interventions aimed at ocular surface reconstruction or other related disorders.

## Methods

### Mice

Male mice aged 6–8 weeks were procured from Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). They were housed at the animal center of the Shandong Eye Institute, adhering to specific pathogen-free (SPF) standard conditions including a temperature of 23 °C and 60% humidity. Throughout the experimental period, the mice had unrestricted access to both water and food. All animal experiments were in accordance with the Ethics Committee guidelines of Eye Institute of Shandong First Medical University (20201206-01). The approval number is SDSYKYJS No.20221009. All mice were euthanized by inducing anesthesia with 5% concentration of isoflurane, causing the mice to quickly lose consciousness and then subjected to cervical dislocation. All experimental procedures were approved by the Institutional Animal Care and Use Committee and adhered to the Association for Research in Vision and Ophthalmology (ARVO) Statement.

### Construction and injection of *Creb5*-targeting rAAV

AAV-*Creb5*-RNAi (GCAGTTGTTGTTAACACATAA) and AAV-NC at a titer of 1E + 12 v.g were applied topically by subconjunctival injection (5 μl per eye) to the 20 mice eyes to knockdown *Creb5* expression, after three weeks RNAs were extracted from the corneal epithelium of 5 mice to detect infection efficiency and the mouse corneal epithelial wound experiments were performed. All viruses were constructed by the Shanghai Genechem Co, LTD.

### Corneal wounding

Mice were subjected to anesthesia through intraperitoneal injection of pentobarbital sodium (50 mg/kg). Following this, procaine hydrochloride was applied topically to the ocular surface. The corneal central epithelium’s wound region in untreated normal mice was delineated using a trephine (2.5 mm diameter). Subsequently, the designated region was gently scraped using an Algerbrush II rust ring remover (Alger Co., Lago Vista, TX), with utmost care to avoid harm to the underlying corneal stromal layer. Sodium fluorescein was then employed to stain the wound area, facilitating the observation of healing kinetics. A slit-lamp microscope was used to capture images of the impaired zones. To ensure prevention of infection, the wound area was treated with ofloxacin. The same corneal epithelial debridement surgery was performed on 40 mice subconjunctiva injected with AAV-*Creb5*-RNAi and AAV-NC. Image J software (NIH, Bethesda, MD) was used to calculate the percentage of wound area (15 for each group).

### Treatment of recombinant-OSM

24 h before, 0 h after, and 24 h after performing mouse corneal epithelial wounding experiments, 100 ng/ml recombinant-OSM (Cloud-Clone Corp., Wuhan, China) were applied topically by subconjunctival injection (5 μl per eye) to the 20 mice eyes. The control group was saline. Image J software (NIH, Bethesda, MD) was used to calculate the percentage of wound area (20 for each group).

### Tissue dissociation and cell isolation

The eyes from 4 normal unwound (UW) mice and 4 mice 24 h post-wound (W) were collected to extract corneas. The corneas of mice underwent an 18-h digestion using dispase II (Roche) at 4 °C to facilitate the separation of the epithelial layer from other components. Subsequently, the epithelial layer underwent trypsin digestion (Sigma-Aldrich), while the residual tissue was subjected to collagenase A digestion (Roche) at 37 °C for a duration of 1 h [43]. Following this, the dissociated corneal cells from UW and W groups were individually pooled and re-suspended, in preparation for 10 × Genomics sequencing.

### 10× Genomics scRNA-seq

Single cells from every sample underwent separate processing to create single-cell suspensions and generate libraries using the 10× Genomics system. The cells were partitioned to generate GEMs, construct barcoded cDNA libraries, and were prepared using the single-cell 3′ mRNA kit (V2; 10× Genomics) as per the manufacturer’s instructions. Subsequently, all libraries underwent quality assessments (Fragment Analyzer 2100, Agilent Technologies), and sequencing was conducted (Platform: DNBSEQ; read length: 100 bp, paired-end).

### Data processing and downstream analysis

The transcripts were aligned with the appropriate reference genome (refdata-gex-mm10-2020-A for mouse) using the 10× Genomics CellRanger pipeline (version 3.1.0). Read count matrices were generated for each sample through CellRanger count. Subsequently, the count data were imported into the Seurat R package (version 3.2.2) [44]. To ensure library quality, the following steps were executed: Cells with gene counts falling below 500 or exceeding 8000, or exhibiting a mitochondrial gene ratio surpassing 10%, were excluded. Genes expressed in fewer than 5 cells were eliminated. Doublets were identified via the DoubletFinder package (version 2.0.3) [45]. The mean–variance-normalized bimodality coefficient (BCMVN) was computed for each sample to determine neighborhood size (pK_value), and the count of simulated doublets (pN_value) was set at 0.25. Accounting for dissociation-induced artifacts in sensitive cells, those expressing known dissociation-induced gene signatures were gradually identified and removed during analysis if no other explanatory marker genes were present [46]. Post the above filtering pipeline, the CCA method was applied to libraries from distinct experimental batches to mitigate batch effects in data integration [47]. Normalization employed the LogNormalize method, effectively addressing inherent variation stemming from mitochondrial gene expression. For cell clustering, a principal component analysis (PCA) focused on highly variable genes. Clustering, with a resolution of 0.4, was conducted for the top 15 principal components (PCs) using the graph-based shared nearest neighbor (SNN) technique (FindClusters function), yielding a total of 18 unsupervised cell clusters. Visualization of clustering results for individual or grouped samples utilized UMAP or t-SNE. Cell types were categorized through differential expression analysis, and cluster-specific marker genes were identified using the FindMarkers function. For the analysis of subtypes of CEpCs, the top 11 PCs were clustered using FindClusters and FindNeighbors functions to rearrange 16 unsupervised cell populations by UMAP. The top 13 PCs of ICs were clustered with a resolution of 1, and 13 unsupervised cell populations were re-clustered by t-SNE. The top 3 PCs of Monos were clustered with a resolution of 3, and 11 unsupervised cell populations were reclustered by t-SNE.

### Sample identity distribution

Sample identification and distribution of integrated corneal cells from 8 mice were performed using the Souporcell algorithm as previously described [48].

### RNA velocity analysis

The velocyto Python package was employed to recompute the counts of spliced and unspliced reads, utilizing the aligned BAM files. Subsequently, the SeuratWrappers and velocyto R package were utilized to compute RNA velocity values for each gene within every cell. These RNA velocity vectors were then integrated into the 2D diffusion map space [49].

### Identification of TFs using SCENIC

For the identification of active transcription factors (TFs) in aLSCs, qLSCs, MtCs, and CBCs, we conducted a single-cell analysis to infer TF networks using pySCENIC (version 0.10.3), following established protocols [50]. Comprehensive information on SCENIC can be accessed online at https://github.com/aertslab/SCENIC.

### Calculation of signature scores

Gene scoring analysis utilized gene sets sourced from the [8] genes list, with details provided in Additional file 1: Table S1. The calculation of signature scores for each gene set within every cell was carried out using the AddModuleScore function available in the Seurat R package. Subsequent significance testing was performed through a two-sided Wilcoxon rank sum test.

### Cell-cycle discrimination analysis

The determination of the cell cycle phase for each individual cell was executed within Seurat, leveraging cell-cycle-specific expression profiles [51]. In summary, G2/M and S phase markers were employed for scoring cells, while cells devoid of both G2/M and S phase markers were categorized as being in the G1 phase (CellCycleScoring function). Quantification of cells within each phase was achieved through utilization of the prop.table function.

### Pseudotemperal trajectory analysis

The SCORPIUS package (version 1.0.7) was employed to map cells onto pseudotime trajectories [52–55]. The analysis was conducted on genes characterized as highly variable, with the remaining parameters set to their default values. Following this, individual CEpCs within each subcluster were then positioned along linear pseudotime using the infer_trajectory function from the SCORPIUS package, utilizing the default settings. The R package Slingshot (version 1.4.0) was used to infer the differentiation trajectories of Monos and Macs, specifically by selecting *Ccr2*^+^ Macs as root cells after performing diffusion map dimension reduction and extracting pseudo-time values along the generated trajectories [56].

### Cell–cell communication analysis

We employed CellPhoneDB (version 1.1.0, https://github.com/Teichlab/cellphonedb) for systematic prediction of cell–cell interactions, utilizing ligand-receptor analysis with default parameters [57]. Subsequently, we focused on receptors expressed within ICs and ligands expressed in aLSCs/qLSCs, filtering those with a P-value < 0.05. Selected receptor-ligand pairs demonstrating significance were visualized using the Circlize R package to depict interaction links. To further predict active ligand-target associations contributing to LSCs, we utilized Differential NicheNet (https://github.com/saeyslab/nichenetr), an extension of the default NicheNet algorithm [58]. In this framework, aLSCs/qLSCs were designated as the “receiver/target” cell population within each niche, while ICs were labeled as the “sender/niche” cell population. By evaluating differential expression between niches and ligand activities, we prioritized ligand-receptor and ligand-target links. Among the top 20 ligands within the LSC niche, targets corresponding to these ligands with a score exceeding 0.25 were retained.

### Immunofluorescence staining and antibodies

Mice corneal tissues were rapidly frozen using Tissue-Tek Optimum Cutting Temperature Compound (Sakura Finetek, Tokyo, Japan). The frozen corneal Sects. (7 µm) were then fixed in 4% paraformaldehyde for a duration of 20 min. Following fixation, the sections were subjected to permeabilization, first with 0.1% Triton X-100 for 30 s, and subsequently with 1% Triton X-100 for 30 min. To prevent nonspecific binding, the sections were blocked with 5% BSA at room temperature for 1 h. For the immunofluorescence staining, primary antibodies were applied to the samples and left to incubate overnight at 4 °C. After thorough washing, the samples were exposed to fluorescein-conjugated secondary antibodies at 37 °C for 1 h. Subsequently, the stained sections were visualized using a positive inverted microscope (ECHO, LSM880) following counterstaining with 4′,6-diamidino-2-phenylindole (DAPI). The antibodies employed for immunofluorescence staining were anti-CREB5 (1:100, Thermo Fisher PA5-65,593), anti-Ki67 (1:200, Abcam ab16667), anti-GPHA2 (1:100, Santa Cruz sc-390194) and anti-OSMR (1:100, R&D MAB662). To label the secondary antibodies, Alexa Fluor 594-conjugated (1:400, Abcam ab150116) and 488-conjugated (1:400, Abcam ab150113) secondary antibodies were utilized.

### RT-qPCR

Total RNA was isolated utilizing the TransZol Up Plus RNA Kit (Transgen, Beijing, China). Subsequently, 1 mg of RNA was employed as a template for reverse transcription, employing random hexamer primers and the HiScript III RT SuperMix for qPCR (+ gDNA wiper) (Vazyme, Nanjing, China). The RT-qPCR process was executed utilizing the SYBR qPCR Master Mix (Vazyme, Nanjing, China) on a Rotor-Gene Q system (Applied Biosystems, Carlsbad, CA, USA). Each iteration of the experiment was independently replicated three times (n = 5). The analysis of relative gene expression data was conducted through the employment of the comparative CT method (ΔΔCT). The primer pairs (Deluohaida, Qingdao, China) employed for RT-qPCR were *Creb5* (5′–3′: TTCTGCCGTCTTGATGCCTAT 3′–5′: GTCAGCGCAGCCTTCAGTCT).

### Statistical analysis

Statistical analyses were performed using GraphPad Prism with t-test as appropriate. For gene set score analysis, statistical analysis was performed using two-sided Wilcoxon rank-sum tests. *P* values lower than 0.05 are considered statistically significant. *, **, *** and **** indicate *P* < 0.05, *P* < 0.01, *P* < 0.001 and *P* < 0.0001, respectively.

## Results

### Single-cell atlas of mouse cornea during wound healing

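Single-cell RNA-seq counts the RNA molecules of single cells caught in droplets, each molecule carrying a unique molecular identifier (UMI). The values given beside the results start from the authors' table of UMI counts per gene and cell, which was deposited without normalization. There was 1 library per condition, each pooling the dissociated cells of 4 mice (8 corneas), either unwounded (UW) or taken 24 h after the corneal epithelium was wounded (W). The UW library held 16450 cells with 367166822 UMIs in all, a median of 22014 UMIs and 3976 genes per cell, and the W library 12417 cells with 289586482 UMIs, a median of 20290 UMIs and 3981 genes per cell. The authors counted UMIs with Cell Ranger 3.1.0 against the mm10 mouse reference, filtered cells and genes in Seurat 3.2.2, and removed doublets and cells with a dissociation signature before the table was made. From there, the counts of a gene were summed over the cells of a type in each library and given per 1000000 UMIs of that sum (CPM), with the exact Poisson 95% interval of the sum in parentheses, and changes are log2 ratios of CPM in W over UW. Shares of cells are given with their exact Clopper-Pearson 95% interval. Both intervals cover counting error only. Because a condition is 1 library, no difference between UW and W has a replicate check, no test was made across cells, and no p-value or standard error is given. A sum of 0 is given with the limit of 3 counts. The deposited clusters served for all cells, and epithelial cells, immune cells, and monocytes and macrophages were clustered again in Seurat 5.3.0 with the dimensions the paper states and, apart from the epithelial cells, its resolutions. Clusters were named from marker genes fixed before the data were examined, with exceptions that rest on a judgement of leading genes and are given where the clusters are described, and the names carry the ending "-like", so that a value can differ from the paper's because the classes were rebuilt. Shares of cells with a UMI, cell cycle phases and scores depend on depth and are also given after each cell was thinned to 5000 UMIs (2000 for immune cells), with shallower cells left out. Gene positions are those of GENCODE release M21 on GRCm38, which listed 19908 of the 20198 genes of the table.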

For a more detailed and comprehensive understanding of the process of mouse cornea during wound healing, we collected samples from 8 unwounded (abbreviated as “UW” in the following) and 8 wounded (abbreviated as “W”) mouse corneas and dissociated them to perform scRNA-seq using 10× Genomics platforms (Fig. 1A and Additional file 2: Fig. S1). After doublets removing and quality control, 21,400 cells from UW corneas and 15,967 cells from W corneas were generated, and an average of 2,882 genes and 22,751 transcripts were detected in each cell (Additional file 2: Fig. S2A). 

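All 28867 cells in the deposited table met the stated filter of 500 to 8000 genes and at most 10% mitochondrial UMIs. Genes per cell ran from 501 to 7570 in UW and from 538 to 7498 in W, and the highest mitochondrial share was 9.99%. The paper's cell numbers are 21400 for UW and 15967 for W. Over both libraries the mean was 22751 UMIs and 3883 genes per cell, with a mean of 22320.2 UMIs in UW and 23322 in W. The table of cells held several columns of DoubletFinder, which the authors ran in version 2.0.3. Columns of a first run named 305 UW and 164 W cells as doublets, and the final column named every deposited cell a singlet. Scrublet, run on each library, called 7 cells doublets (0.0242% of cells). The authors had removed the doublets they called before deposit. Others may remain, since small clusters led by genes of other cell types were among the deepest. They include 51 epithelial cells led by immune genes (median 34597 UMIs) and 28 immune cells led by epithelial genes (20497.5 UMIs). Of the genes of the table, 467 were seen in fewer than 5 of the deposited cells. A stricter filter of at least 1000 genes and at most 5% mitochondrial UMIs would keep 15412 UW and 11260 W cells.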

Then Seurat package [44] were used for unsupervised clustering and 17 clusters were identified (Additional file 2: Fig. S2B), with comparable contributions from all samples (Additional file 2: Fig. S2C) [48]. 

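The deposited table gave each cell 1 of 17 cluster numbers, from 0 to 17 with number 12 not in use. Clusters 0 to 11 drew cells from both libraries, with the share from UW running from 28.7% (26.6 to 30.8) in cluster 8 to 80.6% (79.2 to 82.0) in cluster 1. Clusters 13 to 17 came almost wholly from W. Cluster 13 had 1 UW cell among 711, cluster 14 had 7 among 361 and cluster 16 had 7 among 222. No cell of UW was among the 251 cells of cluster 15 or the 29 cells of cluster 17, which allows shares from UW of up to 1.20% and 10.3%. Cells of UW were found in 15 of the 17 clusters.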

According to curated classical markers, we roughly distinguished six cell types, including corneal epithelial cells (CEpCs, *Krt12*^+^, *Krt14*^+^), corneal stromal cells (CSCs, *Kera*^+^), corneal endothelium cells (CEnCs, *Col8a1*^+^, *Col8a2*^+^), monocyte lineage (Mono, *Itgam*^+^, *Fcgr1*^+^), T cells (T, *Cd3d*^+^, *Cd3e*^+^) and neutrophils (Neu, *S100a8*^+^, *S100a9*) (Fig. 1B–D).

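The deposited table numbers the clusters, and the fixed markers named 15 of the 17. Clusters 1 to 9 and 11 were CEpC-like, cluster 0 CSC-like, clusters 14 and 15 Mono-like, cluster 16 T-like and cluster 13 Neu-like. Cluster 7 is an exception to naming by the highest mean marker score. It scored -0.835 for CEpC and highest, at -0.194, for monocytes, and was kept as CEpC-like by a judgement on its leading genes, *Lce3a*, *Crct1* and *Krt23* among them. The CEpC-like class held 13501 UW cells (median 23669 UMIs) and 8507 W cells (median 25553). The CSC-like class held 2369 cells (median 11853) and 1719 cells (median 17588). As the markers define the classes, their levels only describe them. *Krt12* (chromosome 11 from 99415666 to 99422259) stood at 26753 CPM in UW and 12352 in W in the CEpC-like class and at 1554 and 736 CPM in the CSC-like class. *Kera* (chromosome 10 from 97606879 to 97613692) stood at 7482 CPM in UW and 2537 in W in the CSC-like class and at 22.1 and 14.4 CPM in the CEpC-like class. Cluster 10, with 565 UW and 632 W cells, had *Col8a2* (chromosome 4 from 126286793 to 126314330) at 709.7 CPM in UW and 666 in W, against 328 and 150.05 CPM in the CSC-like class, and *Col8a1* at 306 CPM in UW and 211 in W. Its mean marker score was highest for corneal endothelium (3.31), but its leading genes by fold were *Myoc*, *Penk*, *Igfbp7* and *Fmod*, which were judged to go against that name, so it is called cluster 10 here. That no fixed marker of the class was among its 10 leading genes did not decide this, since the CEpC-like clusters had none of theirs among them either. Cluster 17, with 29 cells of W, was left unnamed as well.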

**Fig. 1:**
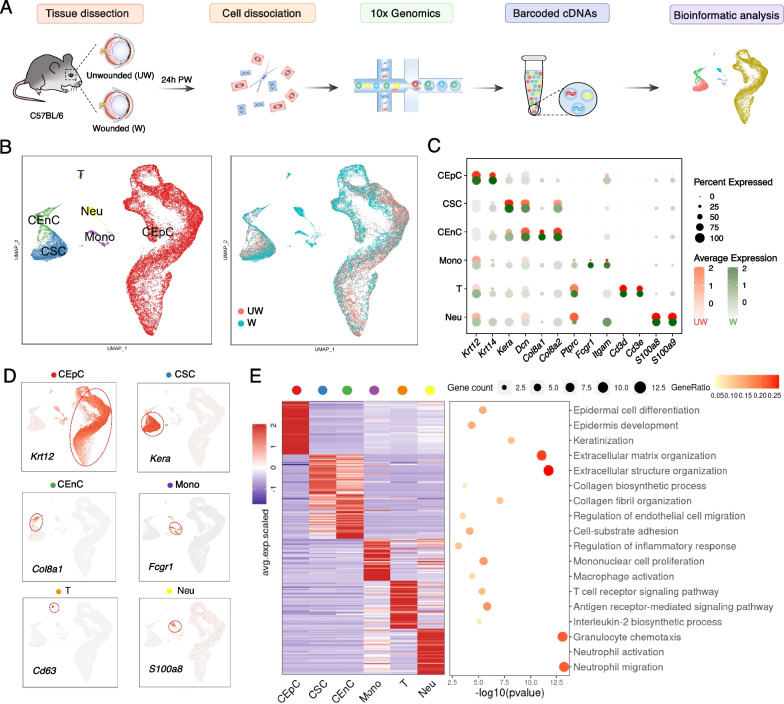
Cell types in mouse cornea identified by scRNA-seq analysis. **A** Flowchart overview of the scRNA-seq of unwounded and wounded mouse cornea. **B** UMAP plots showing cells colored by cell types (left) and groups (right). Abbreviations: CEpC, corneal epithelial cell; CSC, corneal stromal cell; CEnC, corneal endothelial cell; Mono, monocyte lineage; T, T cell; Neu, neutrophil; UW, un-wounded; W, wounded. **C** Dot plot showing high expression of classical marker genes for each cell type in two groups. Dots in red means UW and green means W. The color key from light to dark indicates low to high gene expression levels, and the dot size positively correlates with the percentage of cells positive for a given marker in a given type of cells. **D** Feature plots showing expression of classical genes for each cell types. The color key from light to dark red indicates gene expression levels. **E** Expression (left) and enriched GO terms (right) for top DEGs in each cell type. Each row represents one gene expression and each column represents one cell type, the value of each gene is row-scaled Z score

Furthermore, upon the analysis of gene ontology (GO) of differentially expressed genes (DEGs) for each cell types (Additional file 3: Table S2), the GO terms including “epidermal cell differentiation”, “extracellular matrix organization”, “regulation of endothelial cell migration”, “regulation of inflammatory response” all revealed the unique transcriptional features of each cell type separately, suggesting their unique biological functions (Fig. 1E). When we compared the cell constitutions between UW and W corneas, the proportions of CEpCs were decreased and immune cells were increased (Additional file 2: Fig. S2D). 

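CEpC-like cells were 82.1% (81.5 to 82.7) of the UW cells and 68.5% (67.7 to 69.3) of the W cells. The Neu-like, Mono-like and T-like classes together, without the unnamed cluster 17, were 15 UW cells, 0.0912% (0.0510 to 0.150) of the library, and 1530 W cells, 12.3% (11.7 to 12.9). Within W, Neu-like cells were 5.72% (5.32 to 6.14), Mono-like cells 4.87% (4.50 to 5.27) and T-like cells 1.73% (1.51 to 1.98) of the library. The CSC-like share was 14.4% (13.9 to 14.9) in UW and 13.8% (13.2 to 14.5) in W, a difference within these intervals, and cluster 10 was 3.43% (3.16 to 3.72) and 5.09% (4.71 to 5.49). All these shares add to the whole of a library, so that the immune cells of W lower every other share. The alternative that moved the difference in immune cells most was the stricter filter, with 10.9 percentage points more in W in place of 12.2. The CSC-like difference, -0.557 percentage points, changed sign under that filter (0.203).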

Overall, these results revealed corneal cellular heterogeneity in homeostasis and wound healing states and built a foundation for further research on the process of cornea wound healing.

### Hierarchy and differentiation trajectories of corneal epithelial cell subpopulations

LSCs with the capability of self-renewal and tissue regeneration play vital roles in wound healing process of the corneal epithelium [5]. To comprehensively understand the changes in cellular constitution and stem cell behaviors in response to corneal injuries, we first performed unsupervised sub-clustering on all corneal epithelial cells. 

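Epithelial cells were clustered again with 11 principal components. At a resolution of 0.7, the lowest in steps of 0.1 that gave at least the 16 clusters of the paper's methods, 17 clusters formed. This resolution was chosen after the number of clusters was seen. Names were given to 15 of them, by the fixed markers apart from epithelial cluster 10. That cluster scored higher for qLSC (1.19) than for CjBC (1.02) and is CjBC-like by a judgement on its leading genes. The corneal and limbal superficial cells could not be separated by these markers, so they form 1 class (SfC-like). Its clusters include interferon-induced genes (*Oasl1*, *Ifit3b*, *Ifit1bl1*) among their leading genes. The CBC-like class joined cluster 2, with *Krt18*, *Ppbp*, *Itgb4*, *Lamb3* and *Lama3* among its leading genes, and cluster 8, led by the S phase genes *Mcm3*, *Ung*, *Uhrf1* and *Hells*, and held 1668 UW and 1449 W cells with medians of 19264 and 31114 UMIs. The aLSC-like class was cluster 14 alone, with 244 and 219 cells and medians of 10483 and 11708 UMIs. By fold over both libraries it was led by the stress and inflammatory genes *Sprr1b*, *Cxcl3* and *Ptgs2* with *Dynap* and *Ppbp*, through part of its W cells. *Dynap* had a UMI in 0 UW and 110 W cells of the class, *Sprr1b* in 1 and 62, *Ppbp* in 1 and 58 and *Cxcl3* in 0 and 37, so these genes do not describe its UW cells. Its median mitochondrial share, 5.93%, was the highest of the 17 clusters. Cluster 2 had its highest marker score for CBC (1.22) and the next for aLSC. The shares of cells with a UMI that the aLSC sheet of Table S3 gives were closest to those of cluster 2, with a mean absolute difference of 0.0222 against 0.0655 for cluster 8. Cluster 14 had 0.112 for that sheet and ranked 8 of the 17 clusters. Cluster 2 was also the closest to the CBC sheet (0.0322, against 0.0411 for cluster 8), with a larger difference and a narrower lead than for the aLSC sheet. Its fit to the qLSC sheet (0.0217) is not a separate comparison, since all 720 entries of that sheet repeat entries of the aLSC sheet. By this measure alone cluster 2 lies nearer to aLSC than to CBC, and its name here rests on the fixed markers. Results are also given with cluster 2 counted as aLSC-like, an alternative chosen after seeing the data. There were 429 and 859 qLSC-like cells (13709 and 23128 UMIs) and 300 and 936 MtC-like cells (29356 and 38710.5 UMIs). A pair of clusters stayed unnamed, with 347 UW and 745 W cells, the smaller of them led by immune genes such as *Cxcl2*, *Srgn* and *Tyrobp*.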

Upon uniform manifold approximation and projection (UMAP) analysis [59] and cluster annotations using specific markers, corneal epithelial cells were divided into nine subpopulations in UW and W samples (Fig. 2A and Additional file 2: Fig. S3), including active limbal stem cells (aLSCs, *Col17a1*^+^ and *Atf3*^+^), quiescent limbal stem cells (qLSCs, *Gpha2*^+^ and *Ifitm3*^+^), corneal basal cells (CBCs, *Itgb1*^+^ and *Ccnd1*^+^), mitosis cells (MtCs, *Mki67*^+^ and *Top2a*^+^), corneal suprabasal cells (CSbCs, *Cdkn1a*^+^ and *Dsg1a*^+^), corneal superficial cells and limbal superficial cells (CSfCs, LSfCs, *Omp*^+^ and *Lypd2*^+^), conjunctival basal cells and conjunctival superficial cells (CjBCs, CjSfCs, *Krt4*^+^*, Krt17*^+^ and *Krt19*^+^) (Fig. 2B) [14]. Next, according to the differentially expressed genes for each subpopulation, we observed hierarchical similarities among several subpopulations, for instance, qLSCs, MtCs, aLSCs and CBCs were enriched in close branches, while cells in different state of differentiation were hierarchically distinct, such as superficial cells and suprabasal cells (Fig. 2C), consistent with the anatomic characteristics of corneal epithelium anatomy.

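The likeness of the classes was measured on the summed counts of each library, as Pearson's r across genes of log2 CPM relative to the mean of the 8 classes, over 9281 genes in UW and 9130 in W. Genes are not independent replicates, and these values describe the libraries. In UW, CBC-like cells were the closest class to aLSC-like (r = 0.829), MtC-like (0.691) and qLSC-like cells (0.548). In W, CBC-like and MtC-like cells were closest to each other (0.806), qLSC-like cells to MtC-like cells (0.675) and aLSC-like cells to CBC-like cells, with a lower r (0.241). The r between aLSC-like and qLSC-like cells was 0.521 in UW and -0.0907 in W. Against SfC-like cells, r ran from -0.804 for CBC-like cells of UW to -0.156 for aLSC-like cells of W. Taking values relative to the mean of the classes by itself gives unrelated classes an r of about -0.143, so a negative sign alone is not read as opposed, and the values of aLSC-like cells of W with qLSC-like and SfC-like cells lie near it. SfC-like cells were closest to CjSfC-like cells in both libraries (0.802 and 0.80), and their r with CSbC-like cells was 0.295 and 0.532.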

**Fig.2:**
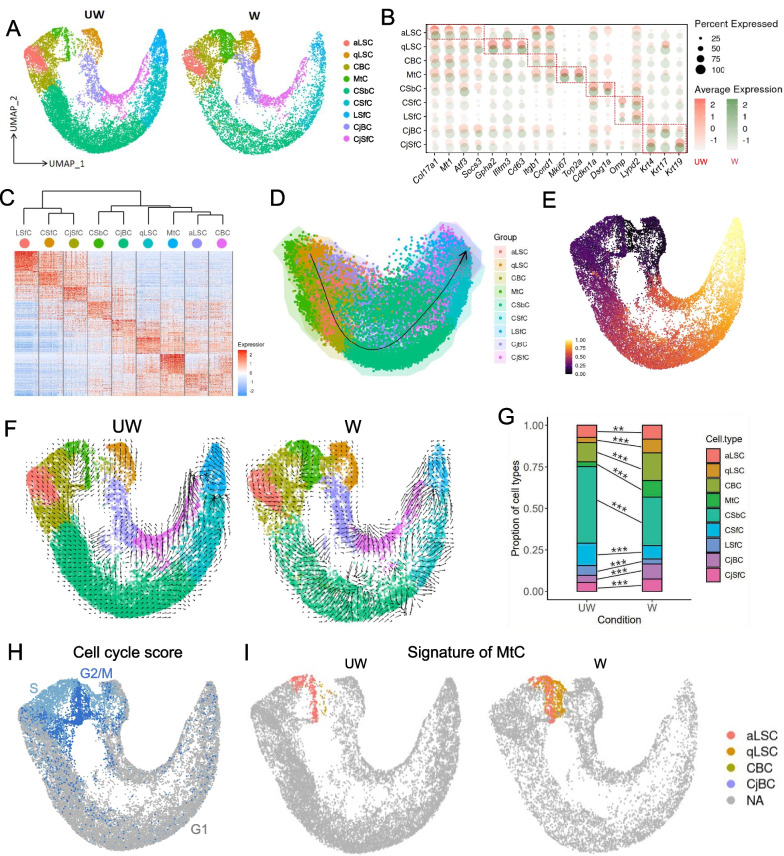
The heterogeneity and behaviors of corneal epithelial subtypes. **A** UMAP plots showing nine subtypes of corneal epithelial cells from UW and W groups. aLSC, active limbal stem cell; qLSC, quiescent limbal stem cell; CBC, corneal basal cell; MtC, mitotic cell; CSbC, corneal suprabasal cell; CSfC, corneal superficial cell; LSfC, limbal superficial cell; CjBC, conjunctival basal cell; CjSfC, conjunctival superficial cell. **B** Dot plot showing high expression of classical marker genes for each subtype in UW and W groups. **C** Heatmap showing the top DEGs of each corneal epithelial subtype. **D** Differentiation pseudotime trajectory of corneal epithelial subtypes calculated using SCORPIUS. **E** Projection of corneal epithelial cells pseudotemporal ordering analysis onto the UMAP space in Fig.S3A. Pseudotime order from black purple to bright yellow. **F** RNA velocity maps projecting onto the UMAP space in **A**. **G** Barplot showing the changes of corneal epithelial subtypes proportion between UW and W groups. The difference between the two groups was determined by chi-square test. **p < 0.01. ***p < 0.001. **H** Cell cycle score analysis revealed the signature of cells captured in specific stages of mitosis. **I** Cell type classification for MtCs shows that they consist of a mixture of cells with a hallmark of aLSCs, qLSCs and basal cells

To further dissect the relationship of LSCs (aLSCs and qLSCs) and other corneal epithelial cells, pseudotime analysis using SCORPIUS [52–55] reconstructed the differentiation trajectory of corneal epithelium from LSCs to suprabasal cells and the terminally differentiated superficial cells (Fig. 2D, E), consistent with the principles of LSC differentiation. Next, for corneal epithelial cells, we performed RNA velocity analysis [60], which can estimate cell states by analyzing spliced and unspliced variants of mRNA in each cell. To decipher the plots of RNA dynamics, the state transition directions were indicated by arrows, and the extent of change were indicated by the arrows’ lengths. Compared with UW, we observed that aLSCs displayed larger RNA velocities in W group (longer and more arrows), demonstrating a rapid activation in cell state to initiate stem cell proliferation and differentiation, and similar or even stronger trend were observed in suprabasal and superficial cells, implying rapid cell migrations to response to wound recovery. However, it was noteworthy mentioned that qLSCs exhibited small velocities in W group (short or no arrows), suggesting a relatively inert response in 24 h post-wounding compared with aLSCs (Fig. 2F). We speculated that this situation may be related to the discrete dynamics of the two different LSC populations—the aLSCs located on the inner limbus differentiate into superficial cells to replenish the corneal epithelium more rapidly while the qLSCs located on the outer limbus expand into the central cornea during the wound healing gradually [14, 61]. Then when we surveyed the changes of cellular constitutions after corneal injury, we noted a significant increase of the proportions of aLSCs, qLSCs, CBCs and MtCs (Fig. 2G), which confirmed their essential roles in corneal wound healing process.

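Among the epithelial cells of each library, aLSC-like cells were 1.81% (1.59 to 2.05) in UW and 2.57% (2.25 to 2.93) in W, and qLSC-like cells were 3.18% (2.89 to 3.49) and 10.1% (9.47 to 10.8). CBC-like cells were 12.4% (11.8 to 12.9) and 17.0% (16.2 to 17.8), and MtC-like cells 2.22% (1.98 to 2.48) and 11.0% (10.3 to 11.7). The shares of CSbC-like cells, 44.6% (43.8 to 45.5) in UW and 19.8% (19.0 to 20.7) in W, and of SfC-like cells, 23.5% (22.8 to 24.2) and 14.3% (13.6 to 15.1), were lower in W. CjBC-like cells were 3.43% (3.13 to 3.75) and 8.71% (8.12 to 9.33), and CjSfC-like cells 6.27% (5.87 to 6.70) and 7.73% (7.18 to 8.32). The unnamed clusters held 2.57% (2.31 to 2.85) of UW and 8.76% (8.17 to 9.38) of W, a difference as large as several of those between the named classes. With cluster 2 counted as aLSC-like, the alternative that moved these differences most, aLSC-like cells were 9.37% in UW and 12.3% in W and CBC-like cells 4.79% and 7.28%. Since genes that define the clusters also differ between the libraries, the cells were clustered again without the genes whose summed epithelial level differed by at least 1 on the log2 scale, which was also chosen after seeing the data. No cluster was then aLSC-like, and qLSC-like cells were 3.39% in UW and 11.3% in W, CBC-like cells 10.7% and 13.6%, MtC-like cells 2.65% and 11.5%, CSbC-like cells 48.6% and 24.9%, and SfC-like cells 20.4% and 11.9%. From the larger shares of aLSCs, qLSCs, CBCs and MtCs in W, the paper concludes that they have essential roles in corneal wound healing.

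**Figure D1:**
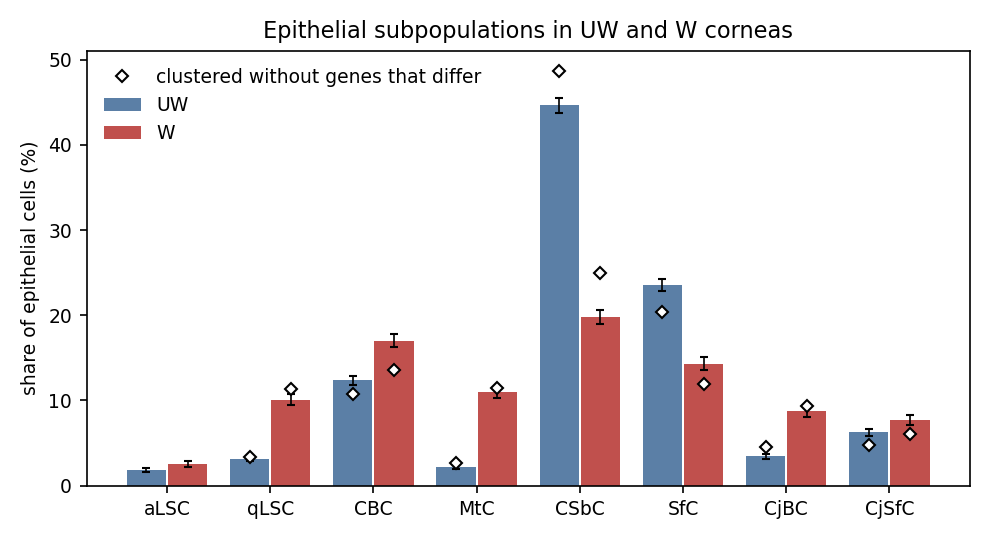
Share of each epithelial class among the epithelial cells of UW and W, in percent; bars are the shares in the 1 library of each condition and error bars the exact 95% interval, which covers counting error only. The MtC-like bar goes from 2.22% to 11.0% and the CSbC-like bar from 44.6% to 19.8%.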

In addition, to clarify the main cell groups involved in corneal wound healing, we performed cell cycle analysis and found that MtC exhibited a signature of cells in S and G2/ M (Fig. 2H) and consisted of a mixture of cells with a hallmark (score of top ten genes) of all cell types (Fig. 2I). 

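Phases were called from S and G2/M gene lists, 43 and 54 genes, with both libraries scored together. None of the 300 UW or 936 W MtC-like cells was in G1, which allows a share of up to 1% in UW and 0.321% in W. MtC-like cells were in G2/M for 80.7% (75.7 to 85.0) in UW and 73.0% (70.0 to 75.8) in W, and in S for the rest. After thinning, which left out 10 UW and 2 W cells, G2/M was 78.3% and 75.3%. As the class is defined by *Mki67*, *Top2a*, *Ube2c* and *Cenpf*, its phases describe it. To compare MtC-like cells with other classes, each cell was scored for the 10 genes with the largest ratio in aLSC-like, qLSC-like, CBC-like and CjBC-like cells over all other epithelial cells apart from MtC-like cells. Every one of the 4 classes was the highest for some MtC-like cells, from 7 UW cells for CjBC to 573 W cells for CBC. The highest score lay within 0.1 of another for 26.7% of UW and 22.0% of W cells, so these groups are ranges of a score and not separate types.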

Surprisingly, the MtCs of the UW was predominantly derived from aLSCs and was located mainly in the S phase, while upon wound healing, a large number of qLSCs infiltrated and differentiated into MtCs of the G2/M phase, indicating qLSCs and aLSCs contributed differently during corneal epithelial wound healing.

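Of the UW MtC-like cells, 76.3% (71.1 to 81.0) scored highest for the CBC genes, 16.7% (12.6 to 21.4) for the qLSC genes and 4.67% (2.57 to 7.71) for the aLSC genes. Of the W cells the shares were 61.2% (58.0 to 64.4), 23.5% (20.8 to 26.4) and 6.84% (5.31 to 8.65), and the intervals of UW and W overlapped for the qLSC and the aLSC genes. For the qLSC genes they did not under any of the planned lists, with 7.33% of UW and 14.4% of W cells for the top 20 genes, 14.3% and 24.5% for genes defined in W, and a higher share in W for genes defined in UW as well. The 10 CBC genes include the S phase genes *Uhrf1*, *Rrm2*, *Hells*, *Mcm3* and *Mcm5*, since cluster 8 is in the CBC-like class, so cycling cells score high for CBC by construction. The 10 aLSC genes open with *Dynap*, *Sprr1b*, *Ppbp*, *Cxcl3* and *Ptgs2*, which are nearly absent from aLSC-like cells of UW. They share *Krt18* and *Procr* with the CBC genes. The aLSC list defined in UW holds none of the genes they open with, yet gave a lower aLSC share of UW cells (1.67%). The CBC list changed at the same time, so this cannot tell whether those genes caused the low share. The UW-defined list shares *Itgb4*, *Nrg1* and *Antxr1* with its CBC list. Since the aLSC share also depends on whether CBC genes are scored, it is not read as the origin of UW cells. The genes of the score moved these shares most. With the CBC genes left out, an alternative chosen after seeing the data, the aLSC genes led in 43.7% of UW and 45.2% of W cells and the qLSC genes in 51.7% and 42.1%, so the direction of the qLSC share depends on the classes scored. With the genes defined in the UW library alone, the CBC genes led in 92.7% and 77.2%, the qLSC genes in 3.33% and 8.97%, and the aLSC genes in 1.67% and 4.70%. The share of MtC-like cells in S was 19.3% (15.0 to 24.3) in UW and 27.0% (24.2 to 30.0) in W. Taken together with cluster 8, which S phase genes lead, an alternative also chosen after seeing the data, the share in S was 74.0% in UW and 55.2% in W and the share in G2/M 25.7% and 44.8%, so the direction depends on where the border between these clusters lies. Cells that scored highest for the qLSC genes were in G2/M for 92% in UW and 74.1% in W. The paper states that UW MtCs came mainly from aLSCs and lay mainly in S phase and that qLSCs turned into MtCs of the G2/M phase upon wound healing, and concludes that both stem cell populations contributed differently.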

Taken together, we identified various subpopulations involved in homeostasis and wound healing states of the corneal epithelium, and the differentiation trajectories among them were deciphered. We found that the behaviors of qLSCs and aLSCs in the process of corneal epithelial wound healing were different, laying a foundation to explore the alterations of LSCs in transcriptional profiles during wound healing of corneal epithelium.

### Subpopulation-specific changes of corneal epithelium during wound healing

Next, we surveyed the alterations in transcriptional signals in each subpopulation of corneal epithelium during wound healing. We compared the gene expression programs for each subcluster between W and UW corneal epithelium, and identified 3,746 up-regulated genes and 3,446 down-regulated genes that were differentially expressed in at least one subcluster of corneal epithelium. Among these DEGs, approximately 90% of them were shared by at least two epithelial subtypes, implying similar responses across various subpopulations to corneal injury (Fig. 3A and Additional file 4: Table S3). 

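The copy of Table S3 used here lists 1145 genes as up-regulated and 1315 as down-regulated in at least 1 of 9 subclusters, fewer than the 3746 and 3446 genes the paper gives, so no overlap or enrichment was tested on it. As a description of the same libraries, the sign of each listed gene was compared with its log2 ratio of summed counts in the matching class. The listed sign held for 3682 of 3739 up-regulated entries (98.5%) and 3869 of 3902 down-regulated entries (99.2%). It was lowest for the qLSC sheet, at 91.9% and 92.6%. The alternative that moved the shares over all sheets most was TMM scaling, with 98.7% of down-regulated entries. For the qLSC sheet, TMM scaling gave 94.8% of up-regulated and 87.3% of down-regulated entries. This scaling of the sums moved the median of all genes by -0.22 on the log2 scale in CEpC-like, -0.22 in SfC-like, 0.18 in aLSC-like, 0.14 in CSC-like, 0.14 in qLSC-like, 0.12 in MtC-like and 0.11 in CjSfC-like cells and 0.11 in cluster 10, and by less than 0.1 in CBC-like, CSbC-like and CjBC-like cells. In aLSC-like cells, among 1539 genes with at least 100 CPM in a library, the 5 largest ratios were those of *Sprr1b*, *Ppbp*, *Dynap*, *Mmp3* and *Cxcl3*, and the 5 smallest those of *Ptprd*, *Piezo2*, *Ces1d*, *Gyg* and *Igfbp5*. *Sprr1b*, *Ppbp*, *Dynap* and *Cxcl3* also define the aLSC-like cluster and are not read as changes. *Mmp3* (chromosome 9 from 7445822 to 7455975) went from 0.352 CPM (0.00892 to 1.96) in UW, a single UMI, to 137 CPM (125 to 151) in W, a log2 ratio of 8.61 (6.12 to 13.91). *Ptprd* (chromosome 4 from 75941238 to 78211961) went from 105 to 4.13 CPM, a log2 ratio of -4.66 (-5.59 to -3.87), and the log2 ratios of *Piezo2*, *Ces1d*, *Gyg* and *Igfbp5* were -4.65, -4.41, -3.81 and -3.66. The stricter filter moved these ratios most, with 6.14 for *Mmp3*, and counting cluster 2 as aLSC-like gave 6.24. In qLSC-like cells, among 1425 genes, the largest were *S100a8* (5.73), *H2-Q7* (5.21), *Ifi27l2a* (4.56), *Wfdc18*, which defines the class, and *S100a9* (3.10), and the smallest *Abi3bp* (-3.46), *Ces1d* (-2.59), *Fn1* (-2.58), *Cryab* (-2.40) and *Lypd2* (-2.36). *S100a8* (chromosome 3 from 90668978 to 90670035) stood at 164 CPM (159 to 169) in qLSC-like and at 14114 CPM in Neu-like cells of W, whose RNA is also free in the droplets. The reads of *H2-Q7* can be shared with other genes of its family, which leaves its level uncertain.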

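Since the count of shared genes needs a list of significant genes, the likeness of the response was measured here as the correlation of log2 W over UW ratios between classes, across genes with at least 20 counts in both classes of a pair (9752 to 13098 genes). Over the 28 pairs of the 8 epithelial classes, Pearson's r ran from 0.537 to 0.838 with a median of 0.681, Spearman's rho had a median of 0.644, and a median of 75.0% of genes had the same sign. The r is across genes, which are not independent replicates. Simulated unchanged pairs of the same depth gave r between -0.0429 and 0.0290. Against CSC-like cells of the same libraries, the 8 epithelial classes had a median r of 0.577 (0.527 to 0.594), and against cluster 10 one of 0.516 (0.463 to 0.549), so part of the likeness is common to all cells of a library. With at least 100 counts the median over epithelial pairs was 0.715. From the share of DEGs found in more than 1 subtype, the paper proposes that the subpopulations responded alike to corneal injury.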

Upon GO analysis, the core biological processes annotated for up-regulated DEGs were involved in epithelial cell differentiation and proliferation, cell cycle and inflammatory response, while down-regulated DEGs were enriched for catabolic and apoptotic process (Fig. 3B).

**Fig.3:**
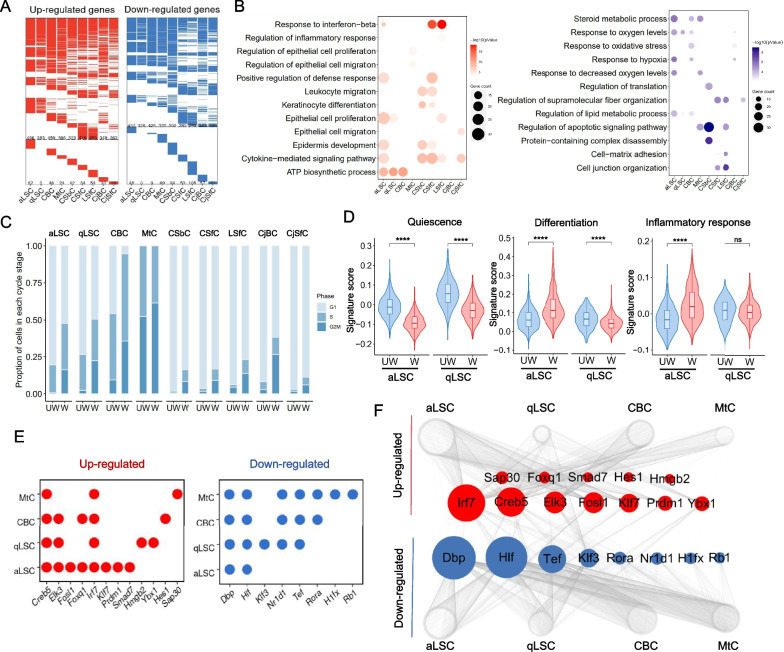
Alterations and differences in transcriptional profiles of nine subpopulations of corneal epithelial cells during wound healing.** A** Heatmaps showing the up-regulated (red, left) and down-regulated (blue, right) DEGs in nine subtypes of corneal epithelial cells between W and UW groups. Color white represents genes without differential expression. The number of DEGs are indicated on the maps. The part above the dotted line indicates DEGs are shared by at least two cell subtypes, and the part below the dotted line indicates DEGs are unique to each cell subtype. **B** Dot plots showing the representative GO terms of up-regulated (red) and down-regulated (blue) DEGs in each corneal epithelial cell type. **C** Barplot showing the proportion of each subpopulation of corneal epithelial cells at the cell cycle stage in both UW and W groups. **D** Gene signature scoring analysis across aLSC and qLSC in both UW and W groups using quiescence, differentiation and inflammatory response related genes. ****P < 0.0001 (two-sided Wilcoxon rank-sum test). **E** Dot plots showing up-regulated (red) and down-regulated (blue) core regulatory TFs of aLSC, qLSC, CBC and MtC. **F** Visualized network showing up-regulated (red) and down-regulated (blue) core regulatory TFs of aLSC, qLSC, CBC and MtC. The size of nodes is positively correlated with the number of edges

We then profiled the cell cycle state of each corneal epithelial subclusters in UW and W groups. 

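With both libraries scored together, aLSC-like cells were in G1 for 60.7% (54.2 to 66.8) in UW and 39.7% (33.2 to 46.5) in W, qLSC-like cells for 69.9% (65.3 to 74.2) and 40.5% (37.2 to 43.9), and CBC-like cells for 46.4% (44.0 to 48.8) and 21.4% (19.3 to 23.6). The G1 share was 89.2% (86.0 to 91.9) and 57.4% (53.7 to 60.9) for CjBC-like, 97.1% (96.7 to 97.6) and 72.7% (70.5 to 74.9) for CSbC-like, 95.5% (94.7 to 96.2) and 68.7% (66.0 to 71.3) for SfC-like, and 97.6% (96.4 to 98.6) and 81.6% (78.4 to 84.5) for CjSfC-like cells. With cluster 2 counted as aLSC-like, 72.6% and 37.8% of aLSC-like cells were in G1, and the CBC-like cells left, which S phase genes define, had 3 of 647 UW and 0 of 619 W cells in G1. After thinning to equal depth the G1 share of aLSC-like cells was 55.5% in UW and 40.8% in W, with 24 and 13 cells left out, that of qLSC-like cells 63.5% and 36.1%, with 12 and 3 left out, and that of CBC-like cells 42.6% and 20.5%, with 56 and 27 left out. A phase score compares the phase genes with control genes of like mean level over the cells scored, so each library was also scored alone, which moved these shares most. The G1 share of aLSC-like cells was then 44.7% in UW and 61.2% in W, that of qLSC-like cells 52.4% and 51.8%, that of CBC-like cells 30.0% and 28.2%, that of CSbC-like cells 77.8% and 89.7%, that of SfC-like cells 77.1% and 97.9%, and that of CjSfC-like cells 85.8% and 97.4%, so the direction of the G1 share rests on the joint scoring in aLSC-like, CSbC-like, SfC-like and CjSfC-like cells. The G2/M share of aLSC-like cells rose either way, from 5.74% to 32.9% scored together and from 7.38% to 20.5% scored alone. It also rose either way in qLSC-like, CBC-like and CjBC-like cells. In SfC-like, CjSfC-like and CSbC-like cells it rose scored together. Scored alone it fell there, from 14.1% to 1.15%, from 6.85% to 1.67% and from 8.00% to 7.13%. The sums of counts use no score. The median log2 ratio of the S and G2/M lists was 0.09 and 0.66 in aLSC-like, 0.78 and 1.35 in qLSC-like, 0.58 and 1.17 in CBC-like, 0.62 and 1.84 in CSbC-like, 1.13 and 1.42 in SfC-like, and -0.11 and -0.83 in MtC-like cells. RNA of dividing cells free in the droplets can enter the phase calls and was not removed, and the median of the G2/M list in CSC-like cells was 0.92. Sums over a list weigh its abundant genes and need not follow these medians. The summed S genes of aLSC-like cells went from 947 to 772 CPM and the summed G2/M genes of CSC-like cells from 973 to 933 CPM, both lower in W.

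**Figure D2:**
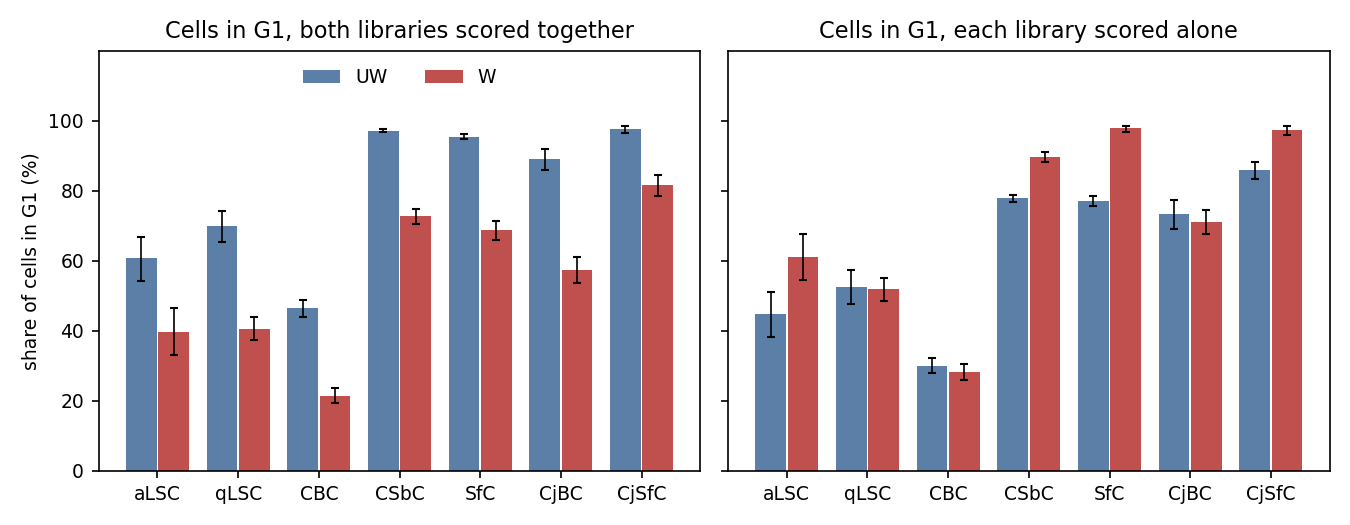
Share of cells in G1 in UW and W for the epithelial classes, in percent, with both libraries scored together and with each library scored alone; bars are shares in the 1 library of each condition and error bars the exact 95% interval, which covers counting error only. Scored together, the aLSC-like bar goes from 60.7% to 39.7%, and scored alone from 44.7% to 61.2%.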

During wound healing, almost all epithelial cells, especially for aLSCs, qLSCs, CBCs cells in G1 phase were obviously decreased, while cells in S and G2/M phases were increasing; for MtCs, cells in S phase were prominently decreased and more cells entered G2 phase (Fig. 3C), suggesting diminishing quiescence and activated cell division of these cells after injury, consistent with our previous observations (Fig. 2F). Then we focused on the status change of limbal stem cells, including aLSCs and qLSCs, and performed gene set score analysis for quiescence, differentiation and inflammatory response (Additional file 1: Table S1). We noted that when injury occurred, aLSCs and qLSCs uniformly scored lower for quiescence, while significant higher differentiation and inflammatory scores were observed in aLSCs (Fig. 3D). 

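Scores were computed with the gene lists of Additional file 1, of which 32 of 33 quiescence, 79 of 84 differentiation and 186 of 199 inflammatory response genes were in the table, by AddModuleScore, and are given as medians over the cells of a class. The quiescence score of aLSC-like cells was 0.0741 (quartiles 0.0332 to 0.120) in UW and -0.00631 (quartiles -0.0472 to 0.0315) in W, and that of qLSC-like cells 0.123 (quartiles 0.0830 to 0.170) and 0.0348 (quartiles 0.000200 to 0.0720). The differentiation score was 0.0798 (quartiles 0.0280 to 0.122) and 0.186 (quartiles 0.126 to 0.242) in aLSC-like cells and 0.0478 (quartiles 0.0135 to 0.0807) and 0.0205 (quartiles -0.00474 to 0.0459) in qLSC-like cells. The inflammatory response score was -0.00356 (quartiles -0.0393 to 0.0240) and 0.0617 (quartiles 0.0300 to 0.0880) in aLSC-like cells and -0.00561 (quartiles -0.0304 to 0.0142) and -0.0198 (quartiles -0.0361 to -0.00251) in qLSC-like cells. In qLSC-like cells, the shifts of the differentiation and inflammatory response medians between UW and W were smaller than the distance between the quartiles. After thinning, with 24 UW and 13 W aLSC-like cells left out, the difference between W and UW in aLSC-like cells was -0.0730 for quiescence, 0.105 for differentiation and 0.0626 for inflammatory response, in place of -0.0804, 0.106 and 0.0653. The alternative that moved these differences most was counting cluster 2 as aLSC-like, which gave 0.0492 for differentiation, and without the 5 genes of highest level in the list it was 0.0626. The inflammatory response difference of qLSC-like cells, -0.0142, changed sign when a plain mean of the genes took the place of the module score (0.000790). The paper's test took cells as replicates.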

Altogether, these data demonstrated that corneal epithelial cells dramatically upregulate migration- and inflammation-associated genes’ expression during wound healing, especially in aLSCs, which existed in a lower-quiescence and higher-differentiation states compared with qLSCs, consistent with the cell traceability of MtCs (Fig. 2H, I).

Furthermore, to predict the core transcription factors (TFs) related to corneal wound healing, we performed the single-cell regulatory network inference and clustering (SCENIC) [50] analysis for aLSCs, qLSCs, CBCs and MtCs (Additional file 2: Fig. S4), and screened the top 10 TFs expressed in each cell type (Fig. 3E, F). We found several TFs, such as *Irf7, Creb5, Elk3, Fosl1* and *Klf7*, appeared in the top up-regulated genes in four types cells. 

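SCENIC was not run here, and the levels of the factors in Fig. 3E are those of the summed counts. Log2 ratios of W over UW are given in the order aLSC-like, qLSC-like, CBC-like and MtC-like cells. *Elk3* (chromosome 10 from 93247414 to 93311135) had ratios of 3.02, 0.95, 2.06 and 2.27, and its level in aLSC-like cells went from 9.52 CPM (6.27 to 13.8) to 77.1 CPM (67.8 to 87.5). *Klf7* (chromosome 1 from 64029447 to 64122282) had ratios of 1.30, 0.28, 0.93 and 0.31. *Fosl1* (chromosome 19 from 5447547 to 5455946) was higher in W in aLSC-like cells, at 1.88 (1.63 to 2.14), and at 0.59 with cluster 2 counted as aLSC-like. It was lower in qLSC-like (-0.42, from -0.63 to -0.20) and MtC-like cells (-0.59, from -0.71 to -0.47), while the ratio of CBC-like cells, -0.08, changed sign after thinning (0.19). *Hmgb2*, *Ybx1*, *Sap30* and *Prdm1* were higher in W in all 4 classes, with aLSC-like ratios of 1.66, 0.34, 0.68 and 3.46. *Foxq1* and *Smad7* were higher in aLSC-like cells (1.72 and 1.66), CBC-like and MtC-like cells and lower in qLSC-like cells (-0.16 and -0.45), where TMM scaling leaves -0.02 for *Foxq1*, so its direction there is not called. Of the factors listed as lower, *Dbp* (chromosome 7 from 45705088 to 45710203) had ratios of -2.05, -1.68, -2.30 and -2.55, *Hlf* of -3.31, -1.26, -2.64 and -2.20, *Nr1d1* of -0.60, -1.44, -1.92 and -1.97, *Tef* of -1.38, -1.32, -1.70 and -1.65 and *Rora* of -2.16, -1.11, -1.91 and -1.91. The ratios of *Hlf*, *Nr1d1* and *Tef* were below 0 in CSC-like cells too, at -0.53, -0.54 and -0.58. That of *Dbp*, -0.16, is smaller in size than the 0.17 by which DESeq2's size factors move this class, so its direction there is not called. *Klf3* was lower in qLSC-like (-1.32), CBC-like and MtC-like cells, and *Rb1* and *H1fx* in MtC-like (-1.82 and -1.75) and CBC-like cells. The ratio of *Rb1* in aLSC-like cells was -1.39 and that of *H1fx* in qLSC-like cells -0.37. The ratios of *Klf3* and *H1fx* in aLSC-like cells, -0.11 and 0.12, and of *Rb1* in qLSC-like cells, -0.06, have intervals that include 0 and changed sign between settings, so no change was detectable at this depth.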

*IRF7* is a member of the interferon regulatory factors (IRFS) family and participates in type-I interference (IFN) signaling, and plays a role in antigen presentation function of human corneal endothelial cells [62, 63]. The latest research showed that *FOSL1* as the human LSC-specific TFs that determined the LSC fate and was important in epidermal cells [64]. Furthermore, *KLF7* promoted the corneal progenitor cell state [65]. In summary, these TFs suggested a correlation with corneal healing.

### *Creb5* as a core transcription factor of LSCs exerted promotion effects on wound healing

Among these TFs, we noted that only *Irf7* and *Creb5* can be identified in all four subtypes, suggesting their core functional roles in corneal injury recovering. 

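*Irf7* (chromosome 7 from 141262706 to 141266481) and *Creb5* (chromosome 6 from 53287270 to 53700376) were higher in W in all 4 classes. *Irf7* stood at 9.52 CPM (6.27 to 13.8) in UW and 112 CPM (100.4 to 124) in W in aLSC-like cells, a log2 ratio of 3.55, at 8.13 CPM (6.03 to 10.7) in UW and 21.7 CPM (19.8 to 23.8) in W in qLSC-like cells (1.42), at 7.4 CPM (6.50 to 8.40) in UW and 87.1 CPM (84.5 to 89.8) in W in CBC-like cells (3.56), and at 9.83 CPM (7.81 to 12.2) in UW and 47.2 CPM (45.0 to 49.5) in W in MtC-like cells (2.26). *Creb5* ratios were 2.94 (2.58 to 3.33) in aLSC-like, 1.02 (0.87 to 1.18) in qLSC-like, 1.81 (1.69 to 1.93) in CBC-like and 0.90 (0.76 to 1.04) in MtC-like cells. With cluster 2 counted as aLSC-like, the aLSC-like ratios were 3.88 for *Irf7* and 2.11 for *Creb5*. The sums behind the UW values of *Irf7* were 27, 50, 242 and 81 UMIs in the same order, so the smaller ones are known less well. *Irf7* also rose in other cells, from 162 to 244 CPM in SfC-like and from 11.6 to 342 CPM in CSC-like cells. *Elk3* was higher in W in each of the 4 classes too, with its smallest ratio in qLSC-like cells, and so were *Klf7*, *Hmgb2*, *Ybx1*, *Sap30* and *Prdm1*. The paper identifies *Irf7* and *Creb5* alone in each of the subtypes from its ranking of factors and proposes that they have core roles in recovery from corneal injury.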

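*Creb5* was compared over the 8 epithelial classes. Its level was 60.6 CPM (54.6 to 67.1) in UW and 123 CPM (118 to 128) in W in qLSC-like, 23.6 CPM (18.3 to 30.0) in UW and 182 CPM (167 to 197) in W in aLSC-like, 21.2 CPM (19.6 to 22.8) in UW and 74.3 CPM (71.8 to 76.8) in W in CBC-like and 57.6 CPM (52.5 to 63.0) in UW and 107 CPM (104 to 110.4) in W in MtC-like cells. CjBC-like cells, the basal cells of the conjunctiva, had 33.9 CPM (30.2 to 37.8) in UW and 91.2 CPM (87.3 to 95.3) in W. Levels were lower in the differentiated classes, with 5.23 CPM (4.88 to 5.59) in UW and 26.2 CPM (24.8 to 27.7) in W in CSbC-like, 1.05 CPM (0.845 to 1.29) in UW and 5.88 CPM (5.00 to 6.87) in W in SfC-like and 0.940 CPM (0.589 to 1.42) in UW and 12.3 CPM (10.8 to 14.0) in W in CjSfC-like cells, and each of these was higher in W than in UW as well. Outside the epithelium, *Creb5* stood at 33.4 CPM (31.3 to 35.6) in UW and 25.4 CPM (23.7 to 27.2) in W in CSC-like cells and at 99.7 CPM (82.4 to 119) in Neu-like and 90.3 CPM (79.2 to 103) in Mono-like cells of W.

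**Figure D3:**
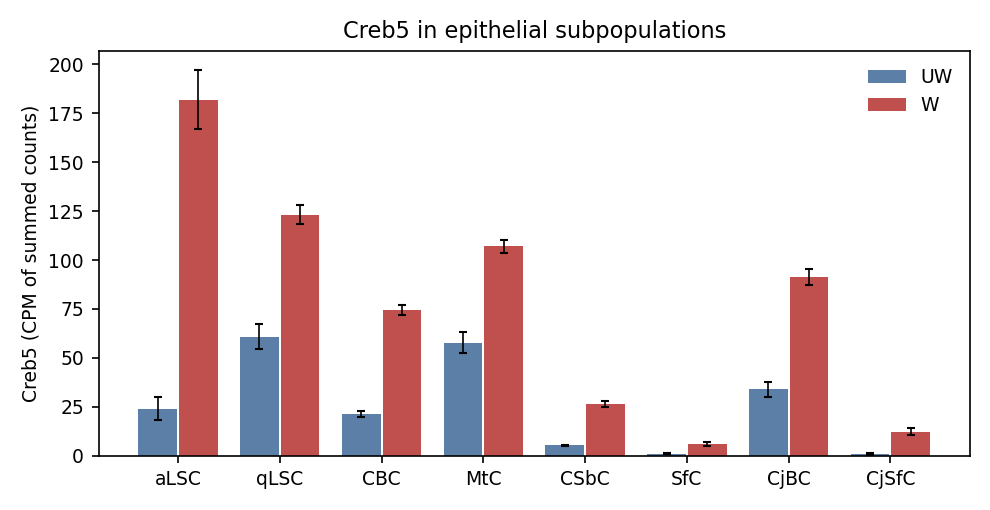
*Creb5* level in each epithelial class of UW and W, in CPM of the counts summed over the cells of the class; bars are the 1 library of each condition and error bars the exact Poisson 95% interval, which covers counting error only. The W bar is above the UW bar in all 8 classes, and the highest is aLSC-like in W, at 182 CPM.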

While we noted that solely *Creb5* were specifically expressed in limbal stem cells and basal epithelial cells (Additional file 2: Fig. S5A, B), suggestive of the potential involvement of *Creb5* in the promotion of corneal epithelial wound healing. Existing research showed that *Creb5* had crucial roles in regulating cell growth and proliferation [66–68], but there is no relevant report in corneal epithelial wound healing. We performed GO analysis on the target genes of *Creb5*, noticing that these GO terms enriched in epithelial cell proliferation and development (Fig. 4A). Surprisingly, *Creb5* was not only specially expressed in aLSCs, qLSCs, CBCs and MtCs of mice (Additional file 2: Fig. S5A), but its ortholog CREB5 were also detected in the human limbal stem/progenitor cells (LSPC) (Additional file 2: Fig. S5C–E) [16]. 

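At least 1 UMI of *Creb5* was found in 17.2% (12.7 to 22.5) of UW and 52.5% (45.7 to 59.3) of W aLSC-like cells, 30.8% (26.4 to 35.4) and 77.6% (74.7 to 80.4) of qLSC-like, 20.4% (18.5 to 22.4) and 60.2% (57.6 to 62.7) of CBC-like, and 48.7% (42.9 to 54.5) and 76.1% (73.2 to 78.8) of MtC-like cells. Superficial cells, taken as the background, had a UMI in 2.08% (1.61 to 2.64) of UW cells (median 25491 UMIs) and 9.87% (8.25 to 11.7) of W cells (median 20327). At an equal 5000 UMIs per cell the shares were 9.09% and 37.9% for aLSC-like, 18.2% and 41.1% for qLSC-like, 7.63% and 25.1% for CBC-like, 22.1% and 34.7% for MtC-like, and 0.352% and 2.44% for SfC-like cells. CjBC-like cells had shares of 14.5% and 34.6%. The human cells the paper also cites were not analysed here.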

And we experimentally confirmed that *Creb5* expression increased after corneal epithelial wound in normal mice (Fig. 4B, C). To identify the potential role of *Creb5* for corneal epithelial wound healing, we conducted AAV mediated *Creb5*-knockdown (AAV-Creb5-RNAi, U6-MCS-CAG-EGFP) experiments in mice to observe the rate of corneal damage repair (Additional file 2: Fig. S5F). We performed corneal epithelial debridement in mice, and fluorescence staining showed delayed repair of corneal epithelium in mice injected subconjunctival with AAV-*Creb5-*RNAi compared with injected subconjunctival NC sequence-loaded virus (AAV-NC, U6-MCS-CAG-EGFP) (Fig. 4D, E), indicating *Creb5* played an important role in corneal epithelial healing. Furthermore, immunofluorescence staining analysis validated the effectiveness of AAV-*Creb5-*RNAi sequence loaded virus which interfered with Gpha2/Ki67 signal expression of LSCs compared with AAV-NC (Fig. 4F and Additional file 2: Fig. S5G), suggesting that knocking down *Creb5* leads to a decrease in the stemness and proliferative capacity of LSCs. In conclusion, *Creb5*, as a TF of LSCs, regulating LSCs to promote epithelial repair during corneal epithelial wound healing. These results provide a new insight for the discovery of new therapeutic targets and clinical drugs to promote corneal epithelial repair.

**Fig.4:**
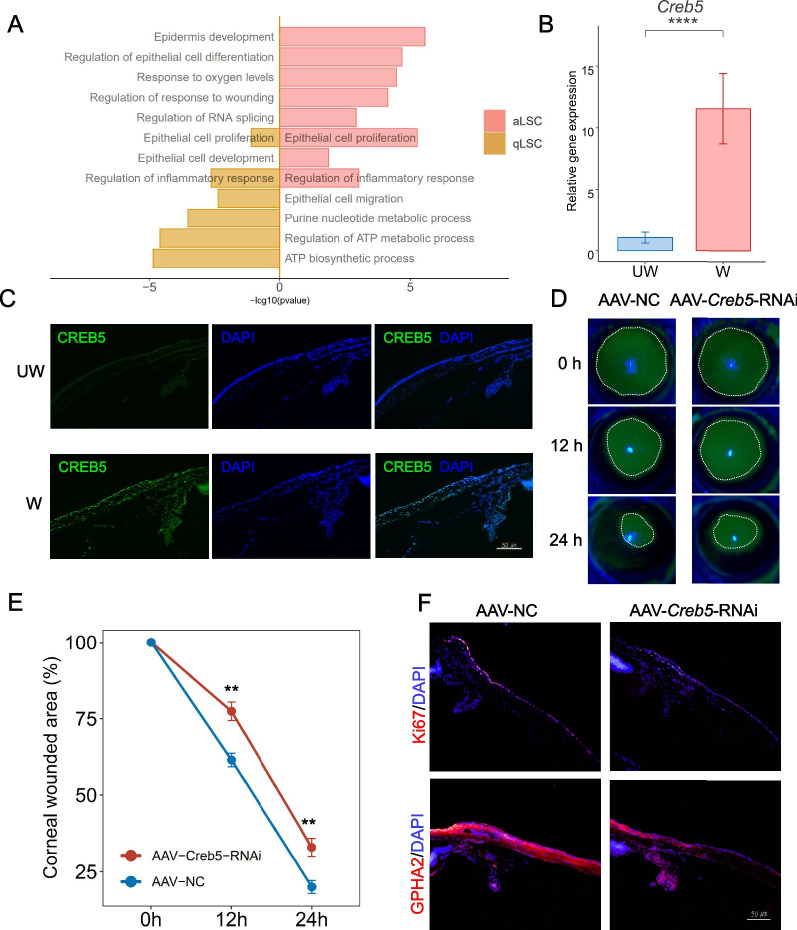
Knockdown of *Creb5* in mouse corneal epithelium.** A** Barplot showing the representative GO terms of *Creb5*-target genes of aLSC and qLSC.** B** Barplot showing the expression of *Creb5* in UW and W mice corneal epithelium quantified by RT-qPCR. ****P < 0.0001, t test.** C** Immunofluorescence staining showing the expression of CREB5 in UW and W mice healing corneal limbus. **D** Fluorescent dye staining showing the wound healing at 0, 12 and 24 h after corneal epithelial debridement in mice injected with AAV-NC and AAV-*Creb5*-RNAi*.* **E** Line chart showing the rate of epithelial healing in AAV-NC and AAV-*Creb5*-RNAi. **P < 0.01, t test. **F** Immunofluorescence staining showing the expression of Ki67, GPHA2 in mice injected with AAV-NC and AAV-*Creb5*-RNAi healing corneal limbus

### Infiltrated immune cells during wound healing

The cornea is an immune privilege, with only a small number of immune cells in corneal homeostasis, but we found a large number of immune cells infiltration into cornea during wound healing (Additional file 2: Fig. S2D), so we performed unsupervised sub-clustering analysis on all immune cells to further explore their composition and transcriptional signals. 

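The immune cells of both libraries were clustered again with 13 principal components at a resolution of 1 and gave 13 clusters, the number the paper's methods state. The fixed markers named 8 of them as Neu-like (3 clusters), Mono-like (2), Mac-like, DC-like and T-like. The T-like cluster had *Trdc*, *Il17a*, *Icos* and *Ctla4* among its leading genes and scored highest for the γδT markers, so γδT, regulatory and other T cells were not separated in it. No cluster met the rule for Langerhans cells. Of the 5 unnamed clusters, 1 had *Mcpt4*, *Cma1* and *Cpa3* highest by fold, with all their UMIs in 1 of its 150 cells, so it is not read as mast cells, 1 was led by *Gzma*, *Nkg7* and *Cd8a*, 1 by neutrophil-type genes such as *Retnlg* and *Trem1*, and the others by epithelial genes. The cluster with *Gzma* and *Cd8a* scored highest for T cells (2.24) and that with *Retnlg* for neutrophils (1.34). Their leading genes do not go against these names. Their 71 and 139 cells of W are left out of the T-like and Neu-like classes, whose shares and levels do not cover them. Median depth in W was 2538 UMIs in Neu-like, 4551 in T-like, 9190 in Mono-like, 10249.5 in Mac-like and 11631 in DC-like cells.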

Upon t-distributed stochastic neighbor embedding (t-SNE) analysis [44] and the known cell type markers’ annotation (Additional file 2: Fig. S6), we identified 4 and 8 cell clusters in UW and W samples (Fig. 5A), respectively. Feature plots of key cell type markers revealed population-level changes in mononuclear cells (Monos, *Ccl7*^+^), macrophages (Macs, *Fcrls*^+^), neutrophils (Neus, *S100a9*^+^), langerhans cells (Lans, *Cd207*^+^), dendritic cell (DCs, *Flt3*^+^), T cells (*Cd3g*^+^), regulatory T cells (Tregs, *Foxp3*^+^) and γδT cells (γδT, *Trdc*^+^) (Fig. 5B). We noticed the immune cell number of UW sample was only 15, while the W sample had 1,530 immune cells (Fig. 5C). 

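The immune cells of UW fell into Neu-like (5 cells), Mono-like (1), T-like (1) and unnamed clusters (8). The UW cells in Neu-like clusters held no UMI of *S100a8*, *S100a9*, *Csf3r*, *Cxcr2* or *Il1b*, so they are not read as neutrophils. No UW cell was Mac-like or DC-like, and 0 of 15 allows a share of up to 20%, so a class of low share would not have been detected among so few cells. Of the immune cells of W, 28.4% (26.1 to 30.7) were Neu-like, 17.5% (15.6 to 19.5) Mono-like, 8.3% (6.97 to 9.80) T-like, 7.39% (6.13 to 8.81) DC-like and 6.27% (5.11 to 7.61) Mac-like, and 32.2% (29.8 to 34.6) stayed unnamed. The alternative that moved these shares most was a resolution of 0.5, with 35.6% Neu-like and 12.9% T-like cells. In the deposited clusters of all cells, 7 UW cells were in a Mono-like, 7 in the T-like and 1 in the Neu-like cluster.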

The numbers of various cell types were increased, among them, Monos, Macs, Lans and DCs only appeared during wound healing, implying their crucial roles in promoting damage repair.

**Fig.5:**
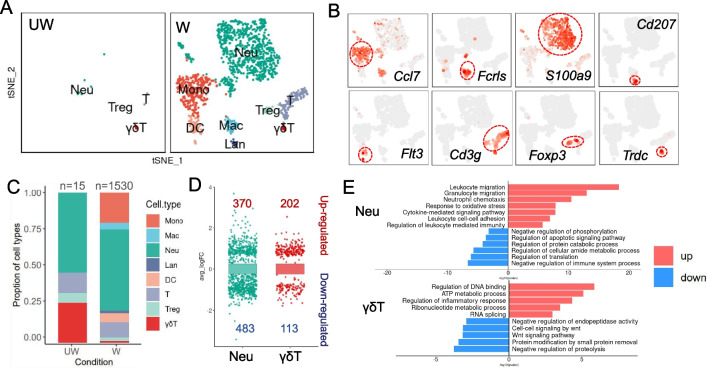
Immune cells in mice cornea during wound healing. **A** The t-distributed stochastic neighbor embedding (t-SNE) plots showing immune cells from UW and W groups. Mono, mononuclear cell; Mac, macrophage; Neu, neutrophil; Lan, Langerhans cell; DC, dendritic cell; Treg, regulatory T cell; γδT, γδT cell. **B** Feature plots showing expression of classical marker genes for immune cells. The color red indicates high gene expression levels. **C** Barplot showing the proportional changes of immune cells between UW and W groups. **D** Differential gene expression analysis showing up- and down-regulated genes in Neu and γδT in W group. **E** Barplots showing the representative GO terms of up-regulated (red) and down-regulated (blue) DEGs in Neu and γδT

In addition to changes in cell composition, we further want to explore changes in gene expression in immune cells. However, owing to the too few cells of some particular cell types detected in UW sample, we only compared the gene expression programs for Neus and γδT between UW and W samples, and identified 853 and 315 DEGs in Neus and γδT separately (Fig. 5D), suggesting their potential regulatory roles in corneal wound healing process, though detailed mechanisms need to be further explored. Furthermore, upon GO analysis, the core biological processes annotated for up-regulated DEGs were involved in inflammatory response, immune cells migration and energy metabolic process (Fig. 5E), which means the process of corneal epithelium wound healing was regulated by immune cells.

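Behind any comparison of Neu-like clusters between the libraries stood 5 UW cells with 16530 UMIs and 434 W cells with 1173610 UMIs, and behind one of T cells 1 UW cell with 2976 UMIs and 127 W cells with 665263 UMIs. At the depth of the UW Neu-like cells, a gene with no UMI can still have a level of up to 181 CPM, and in the UW T-like cell of up to 1008 CPM. *S100a9*, which marks neutrophils, had 0 UMIs in these UW cells and stood at 20152 CPM in Neu-like cells of W, far above that limit, so the UW cells do not stand for neutrophils. No W over UW ratio is given for immune cells here, since a gene without a UMI in UW can lie anywhere below these limits.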

### Cell–cell communications between LSCs and immune cells during corneal wound healing

Current research evidenced that T cells as the niche cell of qLSCs had a vital effect on maintaining quiescence and controlling the thickness of epithelial in homeostasis [14]. However, the potential roles of other cells in the limbal niche in regulating LSCs during wound healing were still elusive. To further explore the niche regulation relationship between LSCs and other cells during wound healing, we performed cell–cell communications analysis of UW and W groups using CellphoneDB. As shown in networks (Fig. 6A and Additional file 2: Table S4), from UW to W, the number of the interaction pairs identified between LSCs (aLSC and qLSC) and other niche cells was increased from 758 to 1,479, signifying that the cell–cell communications were enhanced, and more cells participated in the niche regulation of LSCs during wound healing. Since the increased proportion of immune cell interactions number is the highest, we next focused on the regulation of immune cells on LSC. Therefore, we selected increased ligand-receptor pairs genes between ImCs and LSCs for GO analysis (Fig. 6B) and found that, terms were highly related to inflammation response, epithelial cell proliferation and development function. Besides, we also structured the cell–cell interaction maps of ImC-LSC pairs (Additional file 2: Fig. S7A) and found the pairs associated with four cell types (including DCs, Macs, Monos, Lans) increased in W group had the largest number, indicating their nonnegligible roles in regulating aLSC and qLSC functions.

**Fig.6:**
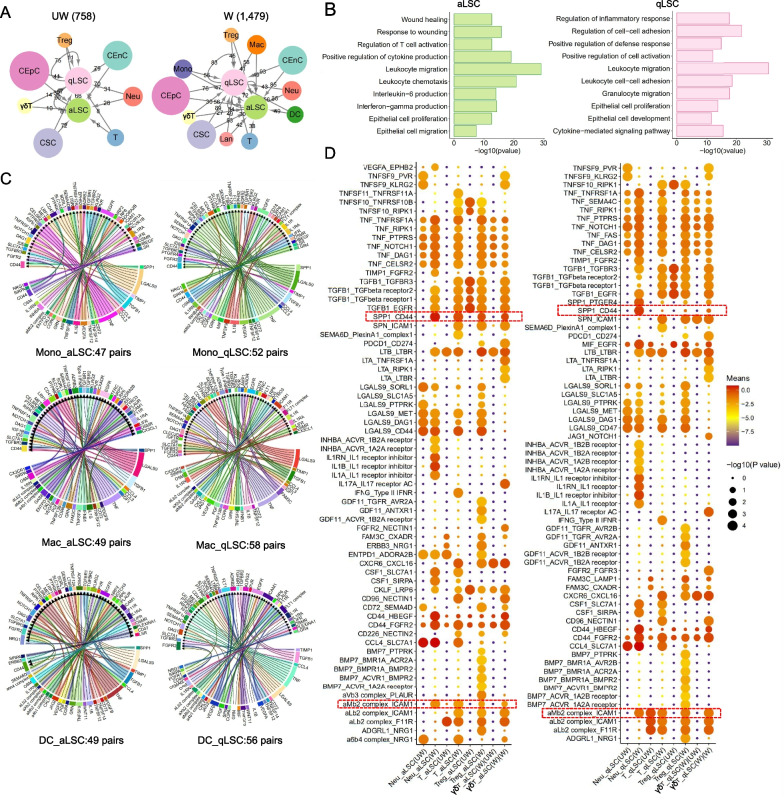
Changes in cell–cell communications between LSCs and immune cells during wound healing. **A** Visualized networks showing the number of regulatory effects of other corneal cells on LSCs in UW (left) and W (right) groups. Node size represents the number of ligand-receptor pairs. **B** Barplots showing the representative GO terms of target genes of increased Immune-LSC pairs. **C** Chord plots showing cellular interactions between Mono/Macs/DCs and aLSCs (up)/qLSCs (down), separately. The cell types and interaction pairs number are labeled. **D** Dot plots showing the ligand-receptor interactions associated with aLSCs (left)/qLSCs (right) in W group compared to that in UW group. aLSCs/qLSCs express receptors and receive ligand signals from Neus, T, Tregs and γδTs. Rows represent ligand-receptor pairs, and columns represent interactions between cells. The samples of UW or W are labeled in parentheses. The P value and means are calculated by the CellphoneDB analysis. Deep color represents high means, large circle represents high P value

In order to seek the detailed interactions between these four gained cell types and LSCs in W, we detected the ligand-receptor pairs between them (Fig. 6C and Additional file 2: S7B). 

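CellPhoneDB was not run here, and the levels of the genes named for the ligand and receptor pairs come from the summed counts. *Tnf* (chromosome 17 from 35199381 to 35202007) stood in W at 331 CPM (297 to 368) in Mac-like, 176 CPM (160.4 to 193) in Mono-like, 51.9 CPM (40.6 to 65.3) in DC-like, 361 CPM (328 to 397) in Neu-like and 70.6 CPM (51.9 to 93.9) in T-like cells. SfC-like cells had *Tnf* too, at 91.1 CPM in UW and 42.2 in W. *Notch1* (chromosome 2 from 26457903 to 26516663) went from 192 CPM (176 to 209) in UW to 112 CPM (101 to 124) in W in aLSC-like cells, a log2 ratio of -0.78 (-0.97 to -0.58), and from 214 CPM (202 to 226) to 122 CPM (117 to 127) in qLSC-like cells (-0.81, from -0.91 to -0.71), so the receptor was detected in both classes and lower in W. Of these immune levels, that of Neu-like cells moved most, to 324 CPM with each cell thinned to 2000 UMIs.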

We observed that, some classical signaling such as *TNF-NOTCH1* pair was expressed in all eight gained ImC-LSC, as reported, Notch and TNF signaling had all been verified to regulate the homeostasis of the corneal epithelium and the corneal inflammatory response and wound healing after injury [69–72]. Strikingly, we found that *LGALS9* is also fully expressed and regulates multiple receptors of LSCs. 

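*Lgals9* (chromosome 11 from 78962974 to 78984946) was detected in every immune class of W, at 95.2 CPM (83.8 to 108) in Mono-like, 87.6 CPM (70.5 to 108) in Mac-like, 51.1 CPM (39.9 to 64.5) in DC-like, 50.3 CPM (38.3 to 64.8) in Neu-like and 36.1 CPM (23.1 to 53.7) in T-like cells. It was seen in the stem cell classes as well, going from 3.17 CPM (1.45 to 6.02) in UW to 21.9 CPM (17.0 to 27.7) in W in aLSC-like and from 3.90 CPM (2.50 to 5.80) to 10.2 CPM (8.87 to 11.6) in qLSC-like cells.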

As an epithelial repair modulator, *LGALS9* is reported to be involved in the regulation of cell proliferation and epithelial recovery after intestinal epithelial injury [73], but its specific functions in corneal epithelium repairing need further investigations. Moreover, *CX3CR1* ligand in Mac and Lan can promote epithelial repair [74], *JAG2-NOTCH1* signaling in DC can regulate epithelial differentiation and proliferation [75]. 

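*Cx3cr1* (chromosome 9 from 119901616 to 120069879) was highest in Mac-like cells of W, at 179 CPM (154 to 207), against 11.5 CPM (6.59 to 18.7) in DC-like, 7.59 CPM (4.64 to 11.7) in Mono-like and 4.26 CPM (1.38 to 9.94) in Neu-like cells, and no UMI was seen in T-like cells (up to 4.51 CPM). It encodes the fractalkine receptor. *Jag2* (chromosome 12 from 112907819 to 112929776) was highest in DC-like cells, at 22.3 CPM (15.2 to 31.7) from 31 UMIs, and lay between 5.77 CPM in Mac-like cells, from 6 UMIs, and 9.02 CPM in T-like cells elsewhere. Langerhans cells were not a class of their own here.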

All these data evidenced that immune cells play an important role in regulating stem cells and promoting epithelial repair.

Though Neu, T, Treg and γδT were all detected in the UW and W, we still explored their changes in intercellular signaling, and identified significant alterations in the ligand-receptor pairs (Fig. 6D). For instance, *aMb2 complex-ICAM1* signaling in all cell pairs remarkably increased, representing that the signaling axis greatly participated in and intervened with the behaviors of LSCs. 

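The aMb2 complex is made of the products of *Itgam* and *Itgb2*. In W, *Itgam* (chromosome 7 from 128062640 to 128118491) stood at 176 CPM (152 to 201) in Neu-like and 3.01 CPM (0.364 to 10.9) in T-like cells, and at 411, 213 and 156 CPM in Mono-like, Mac-like and DC-like cells. *Itgb2* (chromosome 10 from 77530252 to 77565708) stood at 161 CPM (139 to 186) in Neu-like and 84.2 CPM (63.6 to 109) in T-like cells. The 2 *Itgam* UMIs of T-like cells were gone after thinning to 2000 UMIs. Its partner gene *Icam1* (chromosome 9 from 21015985 to 21028817) went from 18.0 CPM (13.4 to 23.6) in UW to 11.4 CPM (8.00 to 15.8) in W in aLSC-like cells, a log2 ratio of -0.65 (-1.31 to -0.01) that was 2.17 under the stricter filter, which left few aLSC-like cells. It went from 138 CPM (129 to 147) to 70.3 CPM (66.8 to 73.9) in qLSC-like cells, a log2 ratio of -0.97 (-1.09 to -0.85).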

Studies had reported *aMb2* can regulate more precisely Neus activities [76] and *ICAM1* can promote wound healing by promoting γδT cells to migrate to corneal epithelial cells [77]. Besides, the signal pairs involved by *TGF-β* obviously enhanced during wound healing. 

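*Tgfb1* (chromosome 7 from 25687002 to 25705077) was at 52.0 CPM (39.8 to 66.8) in Neu-like, 94.7 CPM (72.8 to 121) in T-like, 91.5 CPM (76.3 to 109) in DC-like, 87.6 CPM (70.5 to 108) in Mac-like and 85.7 CPM (74.9 to 97.7) in Mono-like cells of W. Among its receptors, *Tgfbr1* (chromosome 4 from 47353222 to 47414931) was lower in W in both stem cell classes, from 112 to 34.6 CPM in aLSC-like (-1.70, from -2.02 to -1.38) and from 60.6 to 23.1 CPM in qLSC-like cells (-1.39, from -1.59 to -1.19). *Tgfbr2* (chromosome 9 from 116084293 to 116175360) was not detectably different in aLSC-like (0.33, from -0.12 to 0.79) or qLSC-like cells (0.01, from -0.19 to 0.23), and its sign changed with the stricter filter in both.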

TGF-β pathway, one of the most important and classical pathways for niche regulation of LSCs, can promote cell migration and inhibit cell proliferation, results in leading to a rapid initial regeneration of the corneal epithelium [78–80]. 

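*Spp1* (chromosome 5 from 104435118 to 104441050) was highest in Mono-like cells of W, at 6099 CPM (6005 to 6194), followed by 3092 CPM (2992 to 3194) in Neu-like, 264 CPM (237 to 292) in DC-like, 66.4 CPM (51.7 to 84.0) in Mac-like and 30.1 CPM (18.4 to 46.4) in T-like cells. CEpC-like cells of W had 12.4 CPM, and since a gene of this abundance adds free RNA to every droplet, the T-like level is not read as expression. *Cd44* (chromosome 2 from 102811141 to 102901665) was at 402 CPM (379 to 426) in UW and 727 CPM (697 to 757) in W in aLSC-like cells, a log2 ratio of 0.85 (0.75 to 0.96), and at 122 CPM (113 to 131) in UW and 157 CPM (152 to 163) in W in qLSC-like cells (0.37, from 0.25 to 0.48). The level in W was higher in aLSC-like than in qLSC-like cells beyond counting error, but with cluster 2 counted as aLSC-like the aLSC-like ratio was 0.25, below that of qLSC-like cells.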

Notably, we observed that *SPP1-CD44* pair was more influential on aLSC than on qLSC, with its enhanced signal in all four immune cells. *SPP1* (Osteopontin), a secreted phosphoprotein 1, can regulate immune function, vascular remodeling, wound healing and developmental. *SPP1* combined with *CD44* can regulate signaling cascades that impacted processes including adhesion, migration, invasion, chemotaxis, and cell survival [81]. Nevertheless, the current research on *SPP1* was merely carried out in tumor, and no relevant studies can be found in the cornea direction. Consequently, we speculated that *SPP1-CD44* acted as an inducer to regulate aLSCs in order to actively respond to the signals of wound healing and participate in corneal epithelial reconstruction.

Additionally, to further investigate the potential role of Neu, T, Treg and γδT cells in the process of regulating the involvement of LSCs in corneal epithelial wound healing, we performed NicheNet analysis on aLSC and qLSC respectively [58], allowing us to predict the interactions by linking ligands in Neu, T, Treg and γδT cells and the target genes in LSCs (Fig. 7A, B). 

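NicheNet was not run here. *Jag1* (chromosome 2 from 137081456 to 137116644) stood at 16.5 CPM (8.25 to 29.6) in T-like cells of W, from 11 UMIs, and at 34.9 CPM in Mono-like, 21.3 in Neu-like, 19.5 in DC-like and 11.5 in Mac-like cells. *Hes1* (chromosome 16 from 30064384 to 30067796) went from 494 CPM (469 to 521) in UW to 2275 CPM (2223 to 2328) in W in aLSC-like cells, a log2 ratio of 2.20 (2.12 to 2.29), and from 1026 CPM (1001 to 1052) to 569 CPM (559 to 579) in qLSC-like cells, a log2 ratio of -0.85 (-0.89 to -0.81). With cluster 2 counted as aLSC-like the aLSC-like ratio was 1.17. In CBC-like cells it was 0.60, and in MtC-like cells -0.11, which changed sign after thinning (0.03).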

Nichenet analysis predicted that γδT-derived *Jag1* may induce the expression of *Hes1* in aLSCs. *Jag1*, a characterized ligand for *Notch1* and *Notch2* receptors [82, 83], and *Hes1* also participated in NOCTH signaling as a target gene and can regulate corneal epithelial stem/progenitor cell homeostasis [84], suggesting *Jag1-Hes1* interaction can jointly regulate Notch pathway, activate the proliferation of aLSCs, and promote the repair of corneal epithelial. 

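*Ptgs2* (chromosome 1 from 150100031 to 150108227) is among the leading genes of the aLSC-like cluster, where it had a UMI in 5 of 244 UW and 111 of 219 W cells. As a gene that sets this class apart, it is not given a ratio there. In qLSC-like cells it rose from 2.44 CPM (1.36 to 4.02), or 15 UMIs, in UW to 15.7 CPM (14.0 to 17.4) in W, a log2 ratio of 2.68 (1.94 to 3.54), and in CBC-like cells from 5.57 to 67.3 CPM, a log2 ratio of 3.6 (3.38 to 3.82). *App* (chromosome 16 from 84949685 to 85173766) was at 30.1 CPM (18.4 to 46.4) in T-like cells of W, the lowest of the immune classes, with 230.3 CPM in Mono-like, 185 in Mac-like, 166 in Neu-like and 146 in DC-like cells.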

Interestingly, we observed that *Ptgs2* expressed in aLSC was associated with the γδT-derived *App*. *Ptgs2*, known as cyclooxygenase 2 (*Cox2*), is rapidly expressed in a variety of cell types in response to growth factors, cytokines, and proinflammatory molecules [85, 86] and can induce cancer stem cell-like activity and promote the proliferation, inflammation, invasion, and metastasis of cancer cells [87]. It has been reported that *TGFbeta-1* improved ovarian surface epithelium cells survival rate by activating *Cox2* to promote ovulation wound repair [88]. In addition, Treg cells as a niche cell of qLSCs [14], we detected that Itgb1, a ligand of Treg-derived, interacted with qLSC and activated the high expression of target genes *Birc5* and *Cebpb*. 

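*Itgb1* (chromosome 8 from 128685654 to 128733200) was at 161 CPM (132 to 194) in T-like cells of W, in which regulatory T cells were not separated, and between 94.6 and 164 CPM in the other immune classes. *Birc5* (chromosome 11 from 117849251 to 117855743) rose in qLSC-like cells from 7.96 CPM (5.89 to 10.5) to 56.3 CPM (53.1 to 59.5), a log2 ratio of 2.82 (2.41 to 3.26), and in aLSC-like cells by 2.50 (1.68 to 3.43). It is also 1 of the G2/M genes behind the phase calls and a leading gene of MtC-like cells. *Cebpb* (chromosome 2 from 167688915 to 167690418) was lower in W in qLSC-like cells, going from 632 CPM (613 to 653) to 286 CPM (279 to 293), a log2 ratio of -1.15 (-1.20 to -1.09). In aLSC-like cells its ratio was 0.25 (0.15 to 0.34), and -0.48 with cluster 2 counted as aLSC-like.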

*Birc5* (Survivin) served the dual functions in preventing cell apoptosis and promoting proliferation [89, 90], and *Cebpb* also acted a crucial role in promoting the proliferation and differentiation of hematopoietic stem cells/progenitor cells [91] and breast stem cells [92], and regulating the stemness of enamel epithelial stem cells [93].

**Fig.7:**
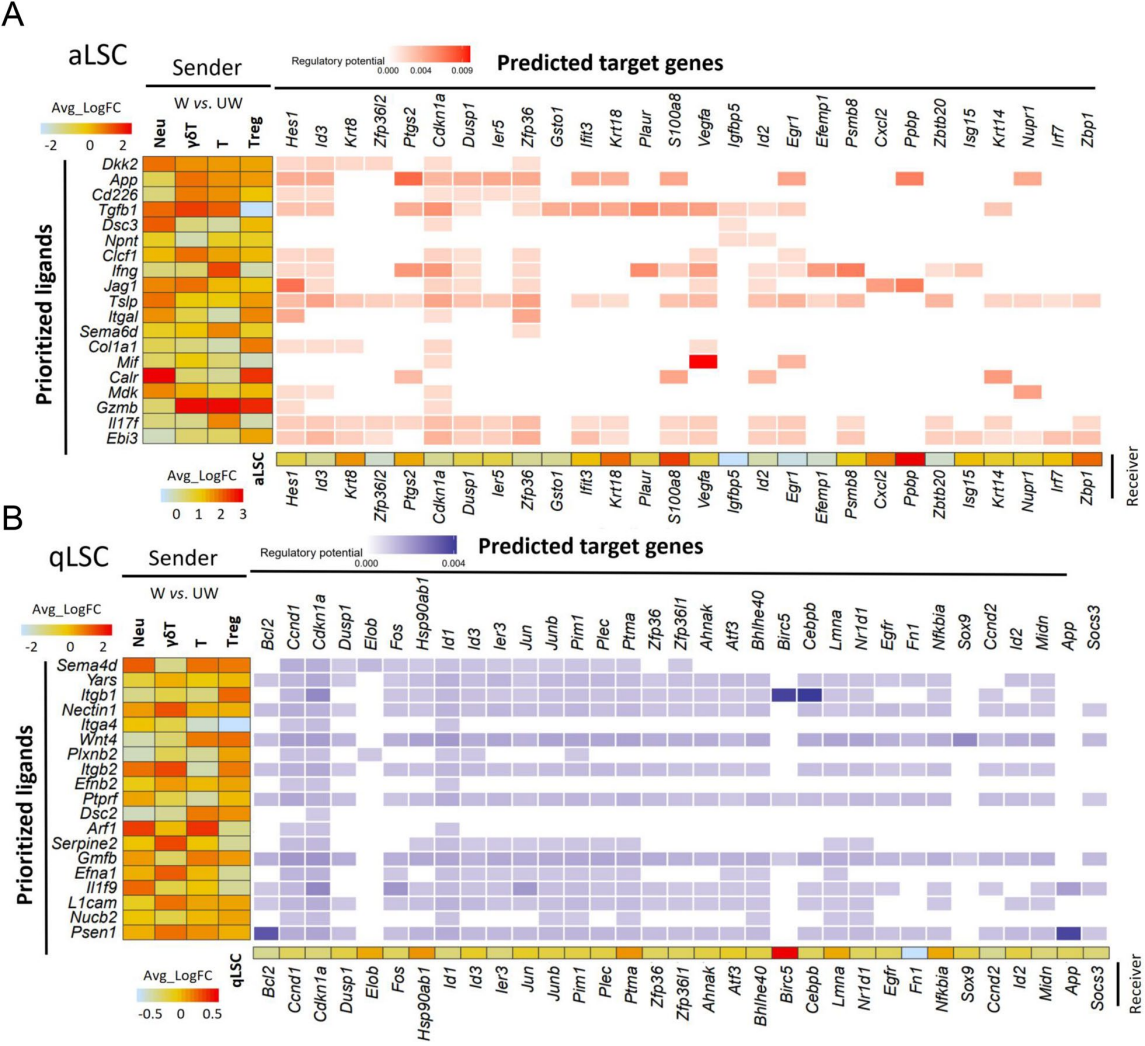
NicheNet analysis between increased immune cells and LSCs during cornea wound healing. **A** NicheNet analysis showing the interaction between Neus/T/Tregs/γδTs and aLSCs. Middle, heatmap predicting ligand-target regulatory potential. Left, heatmap predicting the average log_2_FC of the top ligands’ expression between UW and W groups for Neus/T/Tregs/γδTs. Bottom, heatmap predicting the average log_2_FC of ligand-matched targets expression between UW and W groups for aLSCs. **B** NicheNet analysis showing the interaction between Neus/T/Tregs/γδTs and qLSCs. Middle, heatmap predicting ligand-target regulatory potential. Left, heatmap predicting the average log_2_FC of the top ligands’ expression between UW and W groups for Neus/T/Tregs/γδTs. Bottom, heatmap predicting the average log_2_FC of ligand-matched targets expression between UW and W groups for qLSCs

Overall, we systematically analyzed the cell–cell communications between all immune cells and LSCs during corneal epithelial wound healing for the first time, providing reference bases for the involvement of LSCs in reconstructing the ocular surface.

### OSM derived from injury-induced Arg1^+^ macrophages promote corneal epithelial repair

Importantly, the appearance of Monos and Macs weas induced during corneal epithelial wound healing (Fig. 5C), indicating that Monos and Macs would play an important role in wound healing. Attracted by this finding, we performed t-SNE analysis and subdivided these cells into three subpopulations, including *Arg1*^+^ Macs, *Ccr2*^+^ Macs and *Fcrls*^+^ Macs (Fig. 8A and Additional file 2: S8A, B). Among them, not only the expression of *Ccr2*^+^ was highly expressed in Pre-Mono [94], but also *Ccr2*^+^ Macs had phenotypical similarities to M1-polarized macrophages [95, 96], suggesting that *Ccr2*^+^ Macs were both a population of precursor cells and had a pro-inflammatory effects. Consequently, to better understand the characteristic and differentiation trajectory of Macs, we analyzed their expression patterns. 

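The 364 Mono-like and Mac-like cells of W were clustered again, with 1 cell of UW, on 3 principal components at a resolution of 3, which gave 12 clusters. The fixed markers named 9 of them. Arg1 Mac-like cells were 26.4% (21.9 to 31.2) of the W cells, Ccr2 Mac-like cells 29.9% (25.3 to 34.9) and Fcrls Mac-like cells 18.7% (14.8 to 23.1), with medians of 11298, 9426 and 10169 UMIs per cell, and 25% (20.6 to 29.8) lay in unnamed clusters, 1 of them with *Cd207* among its leading genes, found in 16 of its 31 cells. *Arg1*, *Ccr2* and *Fcrls* define these classes, so their levels are not given as results. The alternative that moved the shares most was a resolution of 1.5, with 34.1% Arg1 Mac-like cells.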

We revealed the distribution of three subpopulations using *Ccr2*^+^ Macs as root cells by diffusion map dimensionality reduction analysis and identified *Arg1*^+^ Macs was particularly characterized by wound healing (Fig. 8B). In addition, these *Arg1*^+^ Macs showed elevated expression of genes associated with wound healing, epithelial cell proliferation, regulation of angiogenesis and epithelial cell migration (Fig. 8C).

**Fig.8:**
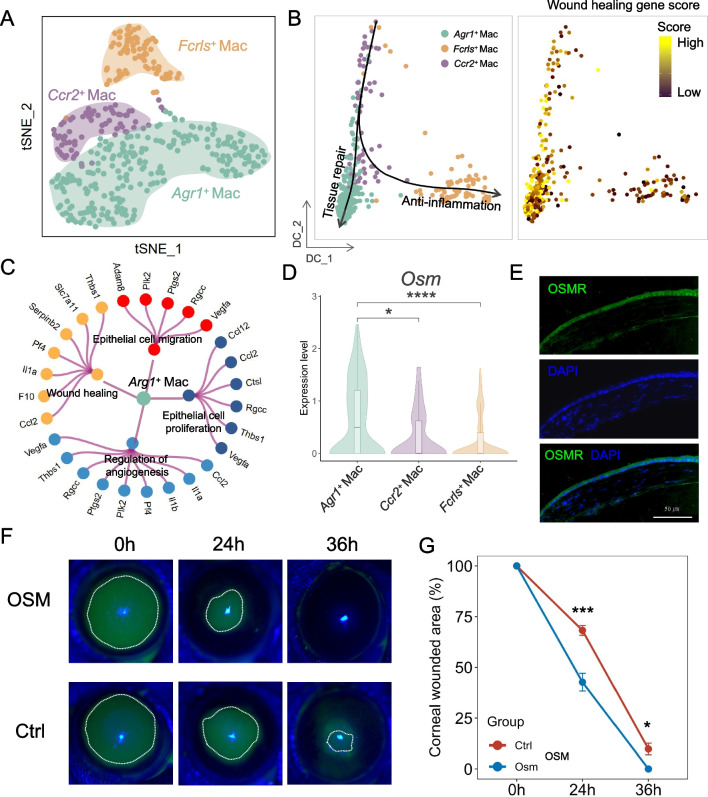
The burst of *Arg1*^+^ Macs during corneal wound healing**. A** t-SNE plot showing the distribution of three subpopulaitons of Monos and Macs. **B** Diffusion map showing the distribution of Macs subpopulations (left) and the scores of wound healing-related genes (right). **C** Network showing the enriched GO terms of *Arg1*^+^ Mac marker genes. **D** Violin plot showing the expression levels of *Osm* in Macs subpopulations. *P < 0.05, ****P < 0.0001, t test. **E** Immunofluorescence staining showing the expression of OSMR in corneal limbus. **F** Fluorescent dye staining showing the wound healing at 0, 24 and 36 h after corneal epithelial debridement in mice injected with Ctrl and Osm*.* **G** Line chart showing the rate of epithelial healing in Ctrl and Osm. *P < 0.05, ***P < 0.001, t test

Intriguingly, we noticed *Osm*, as a ligand in the ligand-receptor pairs of ICs-LSCs (Fig. 6C), was highly expressed in *Arg1*^+^ Macs (Fig. 8D). Furthermore, we found that *Osmr* as its receptor was also expressed in the corneal epithelium, and its ortholog *OSMR* were also detected in the human corneal epithelium (Fig. 8E and Additional file 2: S8C, D). 

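*Osm* lies on chromosome 11 from 4236420 to 4241026. In W it stood at 146 CPM (124 to 171) in Arg1 Mac-like cells, 102 CPM (84.1 to 123) in Ccr2 Mac-like and 41.9 CPM (28.2 to 59.8) in Fcrls Mac-like cells, from sums of 160, 113 and 30 UMIs. The intervals of the 3 classes did not overlap, and cover counting error within 1 library only. At least 1 UMI was found in 61.5% (51.0 to 71.2), 40.4% (31.1 to 50.2) and 27.9% (17.7 to 40.1) of their cells, and at an equal 2000 UMIs per cell in 29.2%, 13.8% and 2.94%. In CEpC-like cells of W, taken as the background, 0.682% (0.518 to 0.880) of cells had a UMI (median 25553 UMIs). Neu-like cells had 151 CPM (129 to 175), as high as the Arg1 Mac-like class within counting error, and DC-like and T-like cells 24.5 CPM (17.0 to 34.2) and 6.01 CPM (1.64 to 15.4). The largest Arg1 Mac-like cluster, with 43 cells of W, had the neutrophil genes *S100a8* and *S100a9* among its 10 leading genes. None of the fixed markers of its class was among them, nor among the leading genes of the other Arg1 Mac-like clusters, with 27 and 26 cells. The cluster of 27 cells scored 0.394 for the class. A cluster of 42 cells scored highest for it too, at 0.687, but stayed unnamed. The order of the *Osm* levels rests on this naming. Whether neutrophils or their RNA add to the *Osm* level of the Arg1 Mac-like class was not tested. From the higher level in *Arg1*+ Macs and its test on recombinant OSM, the paper concludes that these cells could secrete OSM and so speed up healing.

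**Figure D4:**
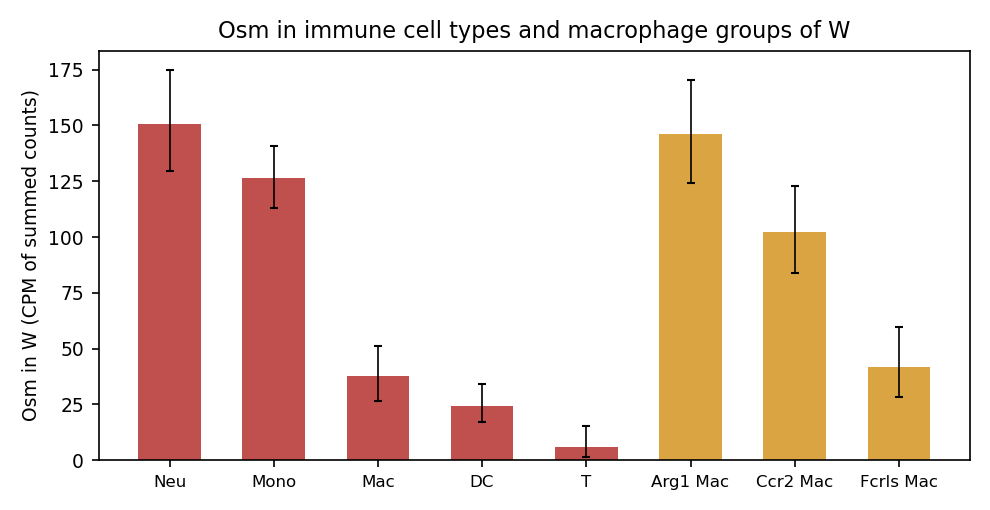
*Osm* level in the immune and macrophage classes of W, in CPM of the counts summed over the cells of the class; bars are the 1 W library and error bars the exact Poisson 95% interval, which covers counting error only. Neu-like and Arg1 Mac-like cells have the highest bars, 151 and 146 CPM.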

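*Osmr* (chromosome 15 from 6813577 to 6874969) was detected in the epithelial classes, at 83.5 CPM (73.2 to 94.9) in UW and 67.3 CPM (58.5 to 77.0) in W in aLSC-like cells, a log2 ratio of -0.31 (-0.59 to -0.04), and at 38.0 CPM (33.3 to 43.2) in UW and 24.0 CPM (22.0 to 26.2) in W in qLSC-like cells (-0.66, from -0.89 to -0.43). In CBC-like and MtC-like cells of W it was at 36.4 and 36.6 CPM, and in CSbC-like and SfC-like cells at 41.2 and 19.8 CPM. It rose in CSC-like cells, from 12.9 to 36.4 CPM (1.5, from 1.33 to 1.67), and in cluster 10, from 23.1 to 69.8 CPM (1.60, from 1.32 to 1.88). The human cells were not analysed here.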

Previous studies have shown that OSM, as a secreted niche factor of ICs, played a momentous role in wound re-epithelialization and stem cell quiescence and stemness [97–100]. To investigate the effect of *Osm* on the corneal epithelial wound healing, we subconjunctivally injected recombinant-OSM for the treatment of corneal epithelial wound in mice, which was shown to accelerate wound healing (Figs. 8F, G). Taken together, wound healing-induced *Arg1*^+^ Macs could secrete OSM, thereby accelerating corneal epithelial wound healing.

## Discussion

Here, we reported a comprehensive single-cell compendium of the behaviors of aLSCs and qLSCs and their niche regulation during corneal epithelial wound healing in mice at the molecular level. We observed changes in gene expression, transcriptional regulation, and cell–cell communication of aLSCs and qLSCs between UW and W samples, which together provided insight into the mechanisms of the LSCs involvement in the repair of corneal epithelium. More precisely, knockdown of key TFs involved in corneal epithelial wound healing, such as *Creb5*, which is specifically expressed in LSCs, delayed corneal epithelial wound healing. Next, we mapped the atlas of the cell–cell communications between immune cells and LSCs and identified some ligand-receptor pairs associated with wound healing. In addition, we found wound healing-induced *Arg1*^+^ Macs could secrete *Osm*, thereby accelerating corneal epithelial wound healing. In conclusion, these findings provide new understanding of the involvement of LSCs in corneal epithelial wound healing and define new biological targets for the treatment of clinical diseases associated with corneal epithelial wound.

As outlined in preceding studies, limbal stem cells exhibit heterogeneity. The outer limbus hosts quiescent LSCs (qLSCs) while inner LSCs actively renew the cornea (aLSCs) [14]. The study of LSCs is the key to solving the problem of corneal epithelial regeneration. In this study, we focused on the transcription and differentiation signals of aLSCs and qLSCs. The differentiation trajectory from qLSCs to aLSCs to superficial cells was consistent with the dynamics of corneal limbal epithelial cells. In addition, we found that compared to the RNA rate of aLSCs, the response of qLSCs at 24 h after wound was relatively inert, which may be related to the position of the two distinct compartments of stem cells at the corneal limbus. aLSCs was located on the inner side of the corneal limbus and can quickly differentiate into superficial cells to supplement the loss of corneal epithelium in the face of wound, while qLSC was located on the outer side of the corneal limbus and gradually extends into the cornea during wound healing, which was like the study by [61].

Our discovery of the key transcription factor, *Creb5,* was a complete surprise. Through transcriptional signal analysis of aLSCs, qLSCs, MtCs and CBCs, it was found that the expression of *Creb5* increased during wound healing. Previous studies showed that *Creb5* promotes joint formation and the subsequent development of articular chondrocytes by driving the expression of signaling molecules [66, 101]. Furthermore, the cooperative regulation of TGF-β signaling and *Creb5* controls pharyngeal muscle development [102]. Hence one can see that *Creb5* can regulate cell proliferation and migration. Do the dynamic changes in *Creb5* expression during corneal epithelial injury repair mean that *Creb5* affects the mobilization of stem cells to participate in injury repair? So, we knocked down the expression of *Creb5* by subconjunctival injection of AAV-*Creb5*-RNAi and found that it delayed epithelial healing speed and reduced stemness and proliferation of LSCs. These results confirmed our hypothesis about the role of *Creb5*. However, we still have some limitations and shortcomings, and further research is needed to elucidate the underlying mechanisms involved in *Creb5*.

The regulation of LSC proliferation, migration, and differentiation intricately depends on the orchestration within the limbal niche microenvironment. This localized microenvironment, known as the stem cell niche, plays a pivotal role in promoting and safeguarding the stem cell populations [103–105]. Within the LSC niche, a sheltered milieu is provided to shield LSCs from excessive stimuli [106–109]. Should any pathological disruptions impact the LSC niche, it can lead to dysfunction in LSCs. In recent times, substantial progress has been achieved in delving into the limbal niche’s role in regulating LSCs. Multiple significant interactions have been uncovered between LSCs and factors governing immune cell activity [18, 110]. T cells, operating within the limbus niche, fulfill functions in maintaining quiescence, regulating epithelial thickness, and participating in wound healing processes involving corneal stem cells [14]. Melanocytes present in the limbal niche contribute to safeguarding LSPCs against UV-induced oxidative damage by facilitating the transfer of melanosomes and mitigating oxidative stress [15, 111]. However, a majority of existing investigations have predominantly centered on homeostatic conditions. Consequently, we compared the communication changes between immune cells and LSCs (aLSCs/qLSCs) under wound and homeostasis and identified that some receptor-ligand pairs showed signal enhancement after wound, such as *SPP1-CD44, Jag1-Hes1 and Birc5-Cebpb*, which were all associated with cell proliferation and tissue regeneration, indicating that immune cells regulate the process of LSCs repair of corneal epithelium. While we have identified receptor-ligand pairs that exhibit heightened activity post-wound, further experimentation is required to unveil the precise stepwise mechanism underlying these interactions.

Gaining a holistic comprehension of the intricate orchestration and their niche of LSCs during corneal healing is imperative for the continual advancement of more efficacious treatments targeting corneal blindness. In essence, our study furnishes an all-encompassing single-cell transcriptional atlas of mouse corneal homeostasis and wound healing, used to interpret the alterations of aLSCs and qLSCs behavior and their niche regulation during wound healing, providing new insights for the involvement of LSCs in corneal epithelial wound healing, and identifying new biological targets for the treatment of clinical diseases related to corneal epithelial wound.

## Conclusions

In conclusion, we performed single-cell RNA sequencing on corneal tissues from normal mice and corneal epithelium defect models, and identified the dynamics of LSC and niche cell populations during corneal epithelial wound healing. Our comparative study identified a core transcription factor Creb5, expressed in LSCs, that was significantly upregulated after corneal epithelial injury, the loss-of-function experiments revealed that silencing *Creb5* delayed the corneal epithelial healing and LSC mobilization. Furthermore, cell–cell communication analysis revealed the vital role of immune cells in niche regulation during wound healing, and highlighted *Arg1*^+^ macrophages-derived OSM can promote corneal epithelial repair effectively. This research provides a valuable single-cell resource and reference for the discovery of mechanisms and potential clinical interventions aimed at ocular surface reconstruction, potentially explaining the cellular plasticity and niche regulations in many other epithelial tissues during regeneration process.

### Supplementary Information

**Additional file 1**: List of Genes_Calculation of signature scores.

**Additional file 2**: Supplementary Figures.

**Additional file 3**: DEGs for different cell clusters of corneas.

**Additional file 4**: DEGs for subclusters of CEPC during wound.

**Additional file 5**: Ligand-receptor pairs in Immune cells-LSCs.

## Data Availability

The scRNA-seq data generated during this study are available at GEO database with the accession ID GSE247392.

## Abbreviations

LSCs: Limbal stem cells
scRNA-seq: Single-cell RNA sequencing
aLSCs: Active limbal stem cells
qLSCs: Quiescent limbal stem cells
TF: Transcription factor
UW: Un-wounded
W: Wounded
CEpCs: Corneal epithelial cells
CSCs: Corneal stromal cells
CEnCs: Corneal endothelial cells
Mono: Monocyte lineage
T: T cell
Neu: Neutrophil
GO: Gene ontology
DEGs: Differentially expressed genes
UMAP: Uniform manifold approximation and projection
CBCs: Corneal basal cells
MtCs: Mitotic cells
CSbCs: Corneal suprabasal cells
CSfCs: Corneal superficial cells
LSfCs: Limbal superficial cells
CjBCs: Conjunctival basal cells
CjSfCs: Conjunctival superficial cells
SCENIC: Single-cell regulatory network inference and clustering
IRFs: Interferon regulatory factors
LSPCs: Limbal stem/progenitor cells
AAV: Adeno-associated virus
t-SNE: T-distributed stochastic neighbor embedding
Mac: Macrophage
Lans: Langerhans cells
DCs: Dendritic cells
Tregs: Regulatory T cells
γδTs: γδT cells
OSM: Oncostatin M

# Supplementary material for: Decoding cellular plasticity and niche regulation of limbal stem cells during corneal wound healing
**Source:** Stem Cell Res Ther. 2024 Jul 6;15:201. doi: 10.1186/s13287-024-03816-y
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Figures.

**Supplementary figures and legends**

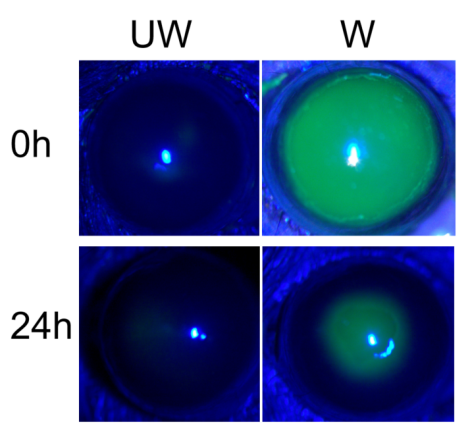

**Fig S1** Representative images showing the corneal phenotypes in mice with wounded (W) and unwounded (UW) corneal epithelium. Staining with fluorescein dye following 24-hour wound healing.

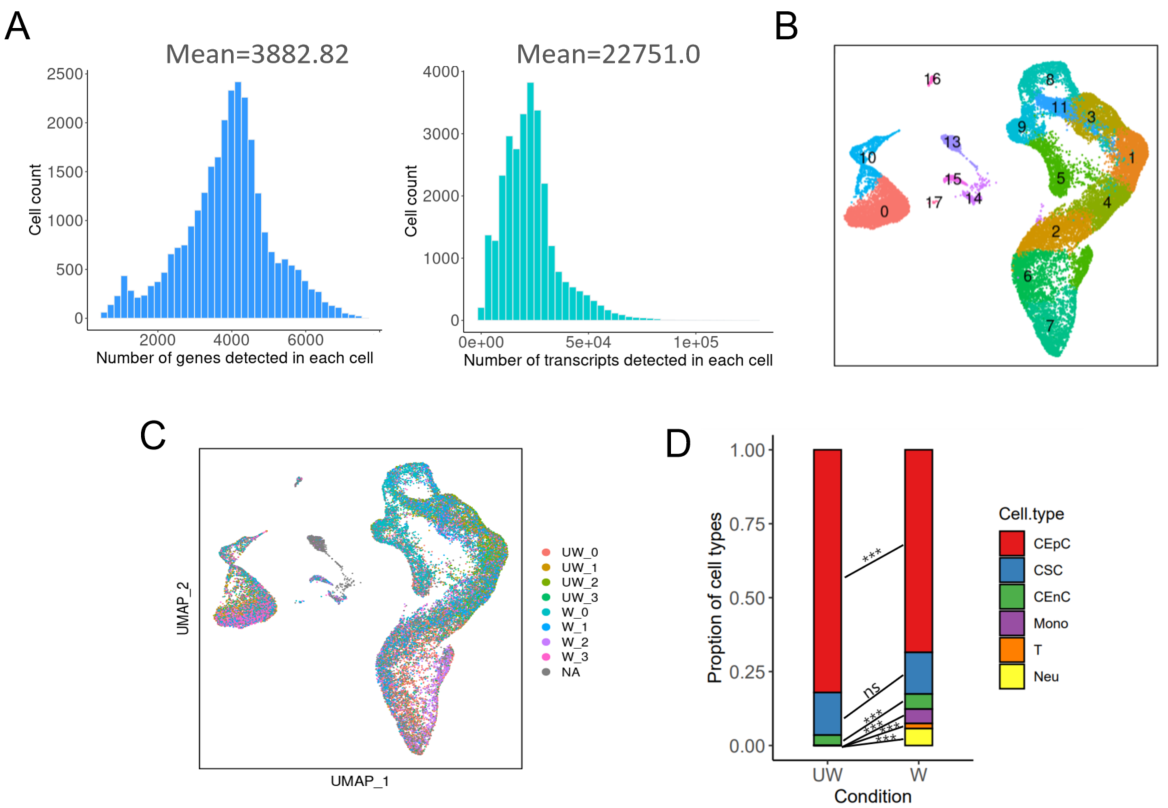

**Fig S2** Quality control and sample information of single-cell data used in this study. **A** Histograms displaying the number of genes(left) and transcripts(right) detected in individual cell. **B** UMAP plot showing 18 clusters distribution. **C** UMAP plot showing the cell distribution from 8 samples. **D** Barplot showing the proportional changes in cell types between UW and W groups. The difference between two groups was determined by chi-square test. *** p < 0.001.

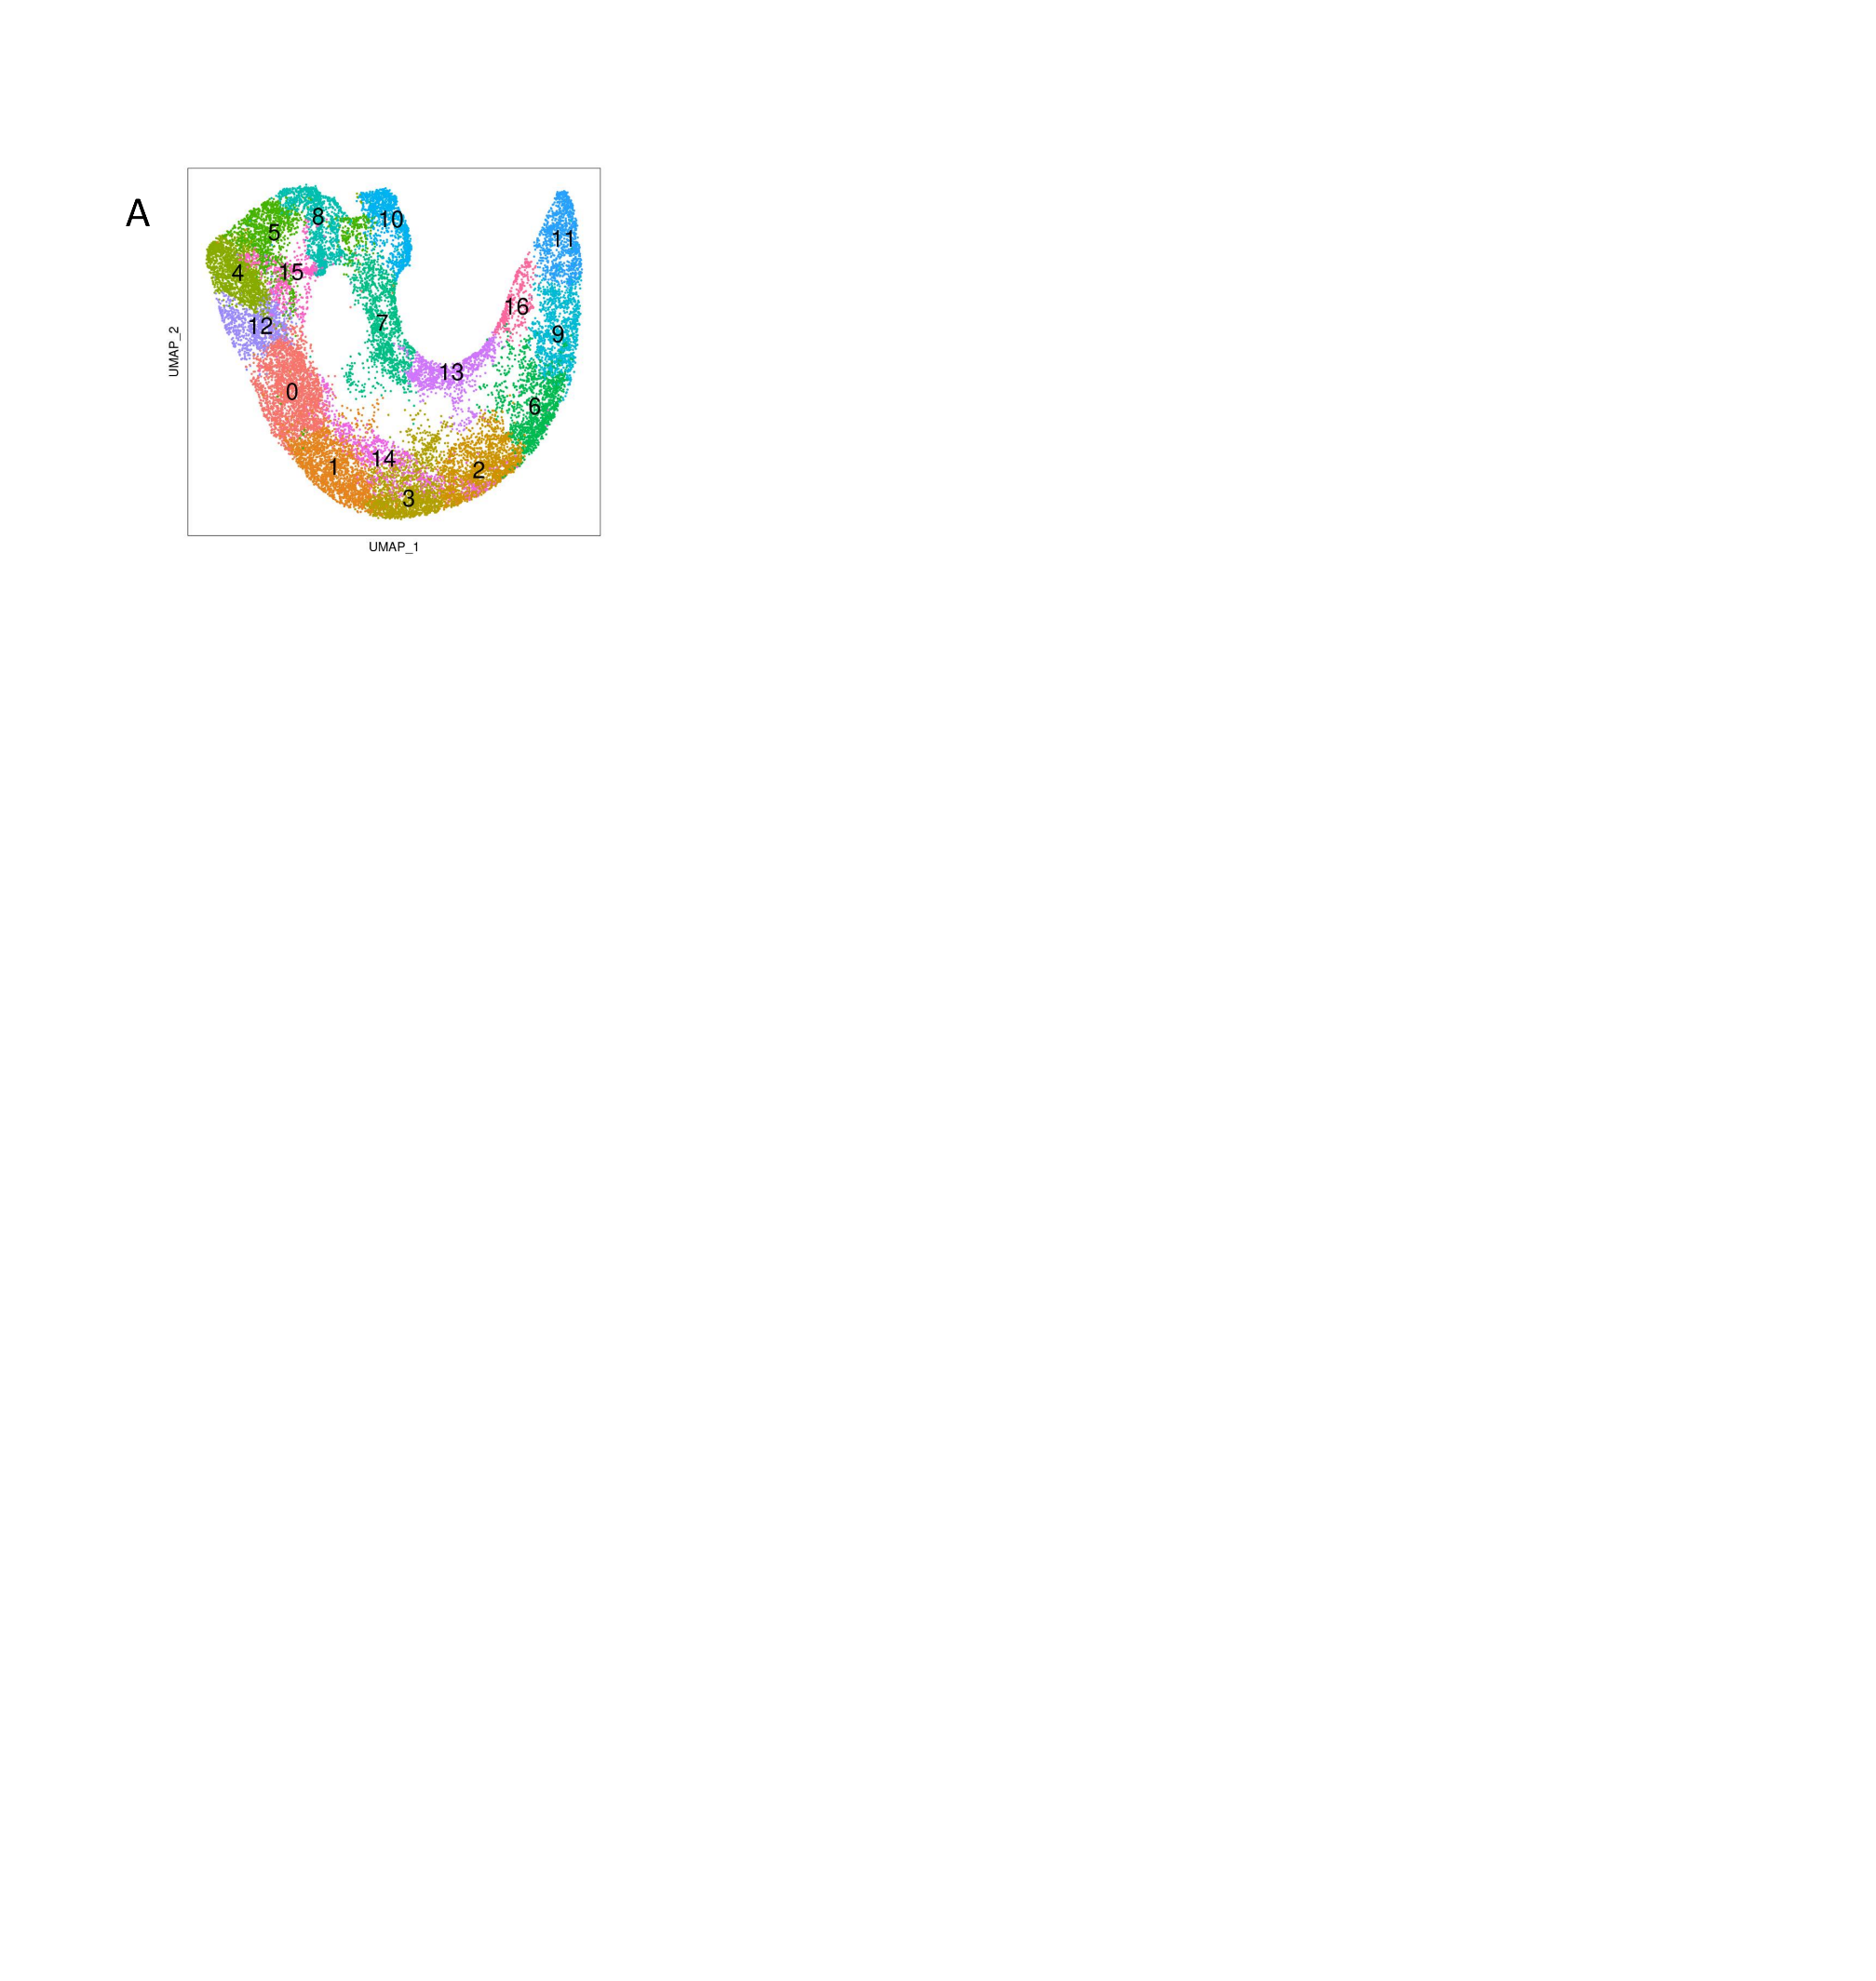

**Fig S3** UMAP plot showing 17 clusters distribution of corneal epithelial cells.

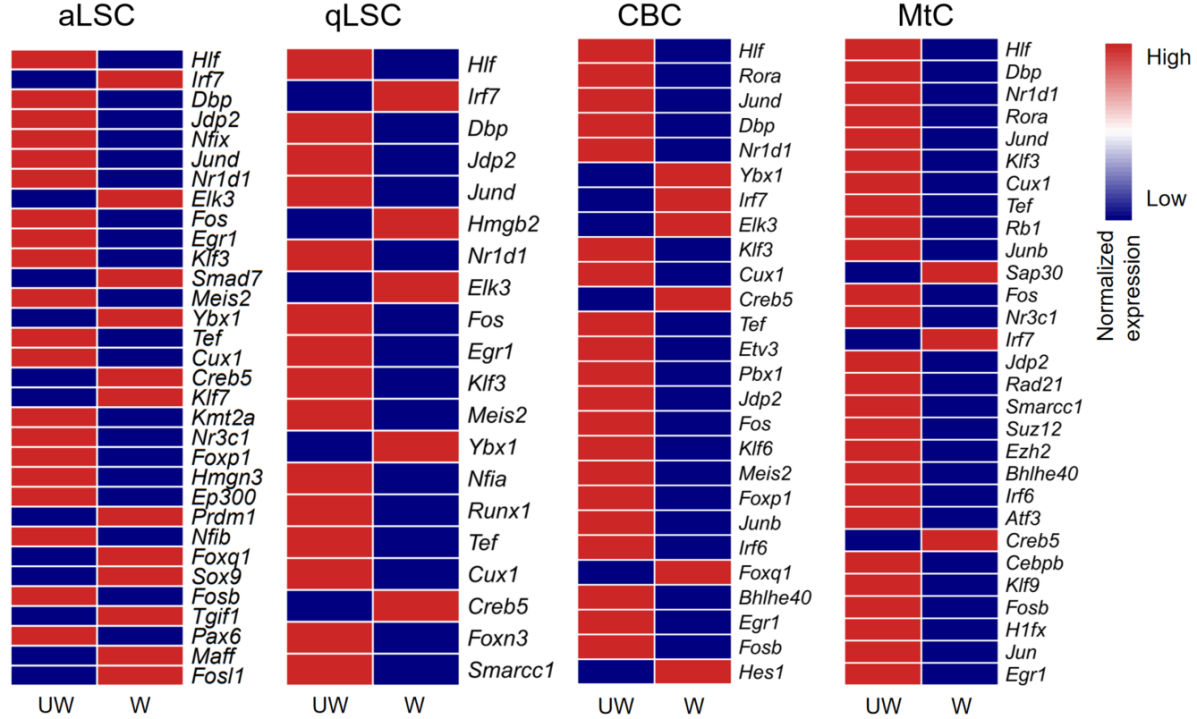

**Fig S4** Heatmaps showing the expression of inferred TFs between UW and W groups in various cell types as indicated.

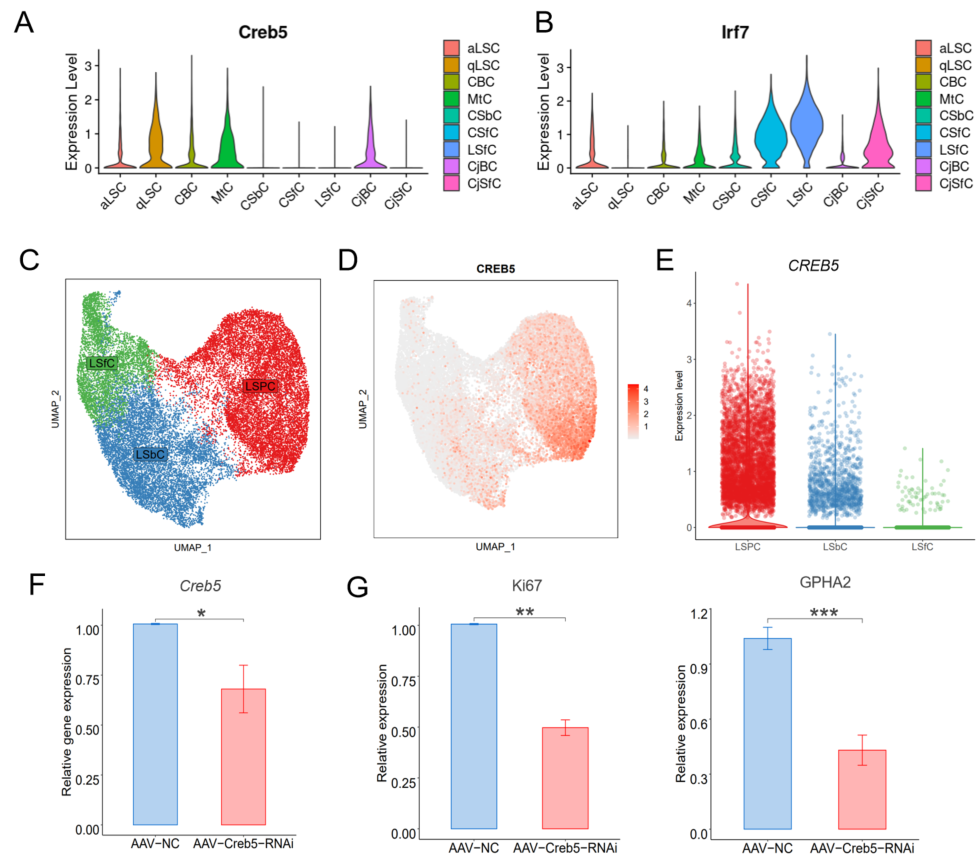

**Fig S5** Expression of *Creb5* in corneal epithelial subtypes of mouse and human. **A** Violin plot showing the expression levels of *Creb5* in CEpC subpopulations. **B** Violin plot showing the expression levels of *Irf7* in CEpC subpopulations. **C** UMAP plot showing 3 celltypes in human corneal epithelium. LSPC, limbal stem/progenitor cell; LSbC, limbal suprabasal cell; LSfC, limbal superficial cell. **D** Feature plot showing the expression of *CREB5* in human corneal epithelium. **E** Violin plot showing the expression levels of *CREB5* in human CEpC subpopulations. **F** Barplot showing the expression of *Creb5* in AAV-NC and AAV-*Creb5*-RNAi mice corneal epithelium quantified by RT-qPCR. *P < 0.05, t test. **G** Barplot showing the expression of Ki67 (left) and GPHA2 (right) in AAV-NC and AAV-*Creb5*-RNAi mice corneal epithelium. **P < 0.01, t test. *** p < 0.001.

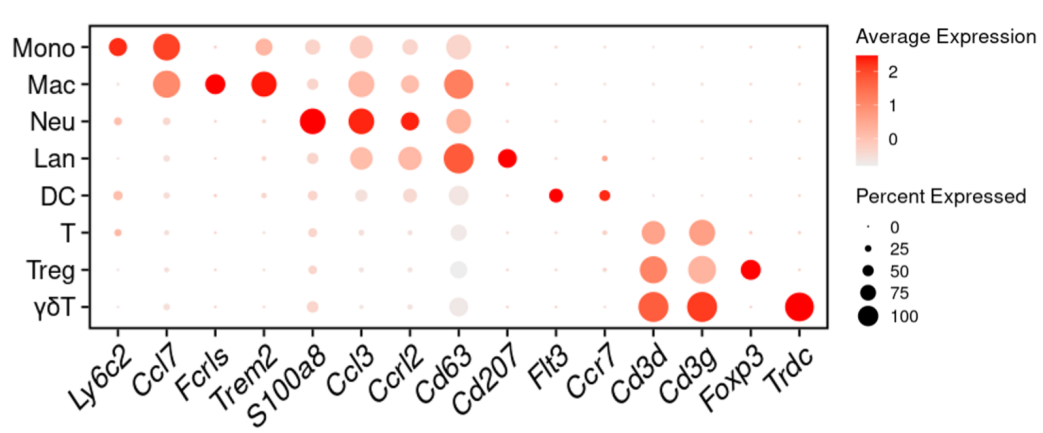

**Fig S6** Dot plot showing expression of classical marker genes for immune cell types.

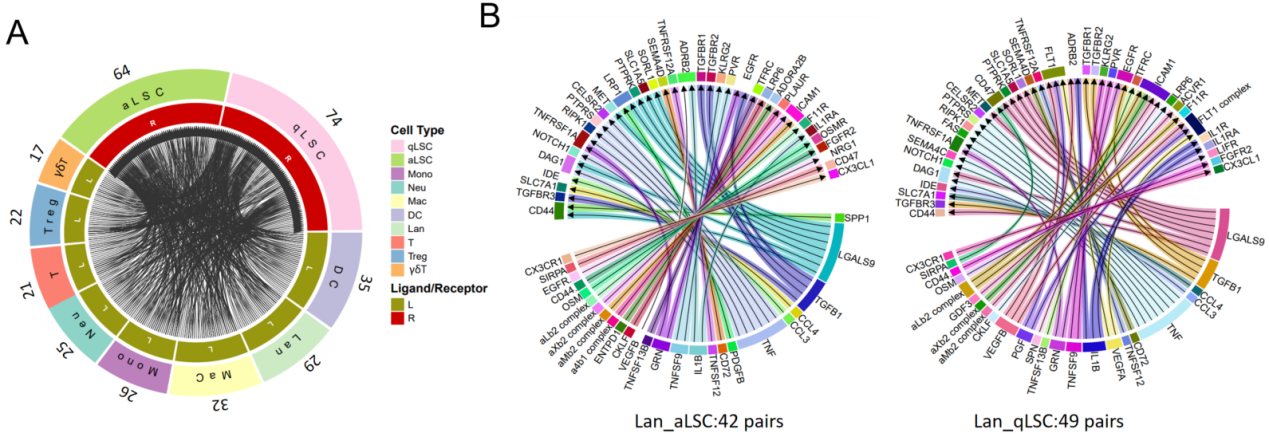

**Fig S7** Cell-cell communications between immune cells and LSCs. **A** Visualized circos showing the cell-cell communications pairs between immune cells as ligand and LSCs as receptor. The compartment represents the cell type, and its size is positively correlated with the number of ligand-receptor pairs. The number above the compartment is the number of ligand-receptor pair. **B** Chord plots showing cellular interactions between Lans and aLSCs (left)/qLSCs (right), separately. The cell types and interaction pairs number are labeled.

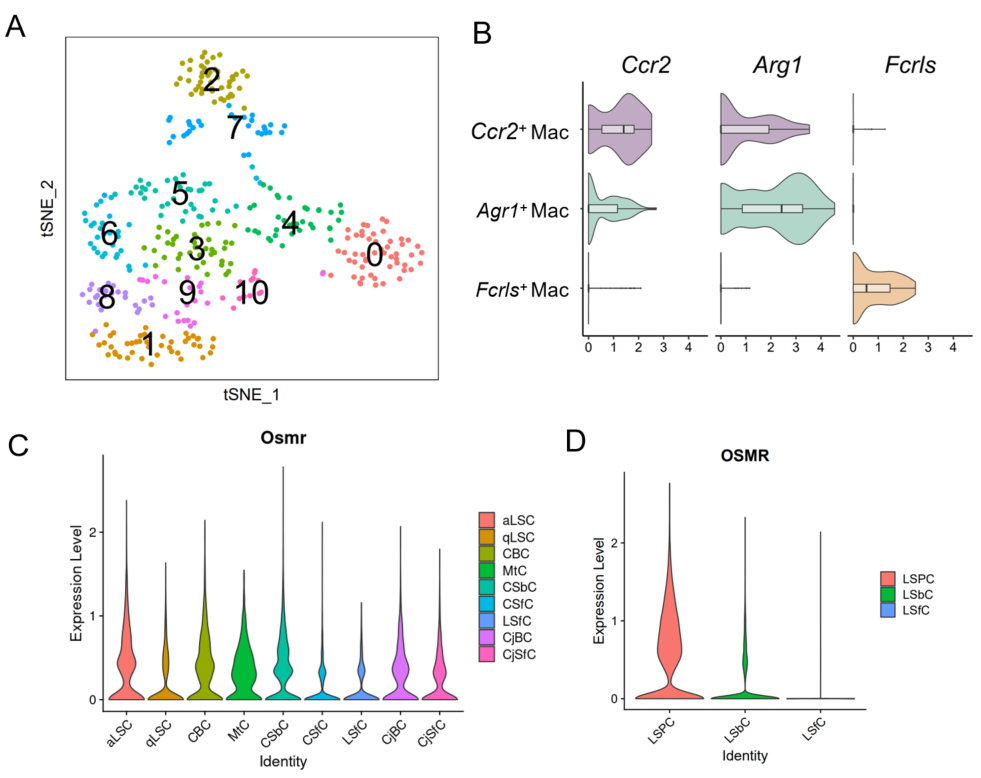

**Fig S8** Subtypes of Macs were identified and the expression of *Osmr* in cornea*.* **A** t-SNE plot showing 11 clusters distribution of Monos and Macs. **B** Violin plot showing the marker gene expression levels of three Macs subpopulations. **C** Violin plot showing the expression levels of *Osmr* in mouse CEpC subpopulations. **D** Violin plot showing the expression levels of *OSMR* in human CEpC subpopulations.

How the deposited data were processed for this re-analysis (not part of the article)

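Corneas of mice were dissociated and their cells sequenced on the 10x Genomics droplet platform in 2 libraries, UW from 4 unwounded mice and W from 4 mice 24 h after the epithelium was scraped, each pooling 8 corneas. The paper names the V2 kit and the labels of the samples the v3 kit. The authors made the UMI counts per gene and cell with Cell Ranger 3.1.0 against the mm10 reference, and state that they kept cells with 500 to 8000 genes and at most 10% mitochondrial UMIs and genes found in at least 5 cells, and removed doublets called by DoubletFinder 2.0.3 and cells with a dissociation signature. The counts were deposited without normalization. The deposited table of cells, also made by the authors with Seurat 3.2.2, gives each cell's library, UMI count, number of genes, cluster number and doublet calls, and no names of cell types. All deposited cells met the stated limits on genes and mitochondrial UMIs. The paper gives 21400 UW and 15967 W cells, and the tables used here hold 16450 and 12417.

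Gene positions were taken from GENCODE release M21 (GRCm38), in which 19908 of 20198 genes were found by symbol. Counts were read in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. All cells were taken by the deposited clusters. Epithelial cells (11 dimensions, resolution 0.7), immune cells (13, resolution 1), and monocytes and macrophages (3, resolution 3) were clustered in Seurat 5.3.0 under R 4.3.3 with 2000 variable genes and canonical correlation integration over 30 dimensions. The paper gives no resolution for the epithelial cells, and the lowest in steps of 0.1 with at least the paper's 16 clusters was chosen after the numbers of clusters were seen, giving 17. The cluster of each cell was kept from 1 such computation, since clustering rests on sums whose last digits can differ between processors, and each repeat is compared with the kept clusters.

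A cluster was named by the fixed marker list with the highest mean score. It was left unnamed where its leading genes went against the name, fewer than 3 markers were detected or its depth was too low. Immune clusters 4 and 11 also stayed unnamed, although they scored highest for neutrophils (1.34) and T cells (2.24) and had leading genes of these cells. The name of epithelial cluster 2 was settled after values under both names had been seen. It was first counted as aLSC-like, from its likeness to the aLSC sheet of Table S3, and then as CBC-like, which the fixed markers alone give. The other name is kept as an alternative. Some names go against the highest score. The T-like immune cluster scored highest for γδT. Deposited cluster 7 scored below 0 for every class and highest for monocytes, and was kept as CEpC-like by a judgement on its leading genes. Epithelial cluster 10 was named CjBC-like, although its mean score was higher for qLSC (1.19) than for CjBC (1.02), and its 10 leading genes held 1 marker of CjBC, *Krt17*, and 1 of CjSfC, *Krt4*, so its name is a judgement as well. Since genes that define a cluster differ between the libraries, shares of classes are descriptions. Doublets called by the authors had been removed, though others may remain. Scrublet in scanpy 1.11.5 called 7 more cells, left out in an alternative only.

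Counts were summed per library and class, as CPM with exact Poisson 95% intervals, and shares of cells have exact Clopper-Pearson 95% intervals. There is 1 library per condition, so no test, p-value or number of changed genes was made from cells. A sum of 0 allows up to 3 counts. The sums of CEpC-like cells hold 332977270 UMIs in UW and 239014699 in W, and those of aLSC-like cells, the smallest epithelial class, 2836946 and 3149829. Log2 ratios were also scaled by TMM factors (edgeR 4.0.16) and median-of-ratios size factors (DESeq2 1.42.0). Gene names follow a fixed rule: every gene the paper names for the claim at hand, and in aLSC-like and qLSC-like cells the 5 largest and 5 smallest log2 ratios among genes with at least 100 CPM in a library and 20 counts, leaving out mitochondrial, haemoglobin and ribosomal protein genes. *Gpha2* in stromal cells, *S100a8* and *Krt14* outside their classes were chosen after their values were seen.

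Cell cycle phases came from Seurat's scoring with 43 S and 54 G2/M genes, and signature scores from AddModuleScore (24 bins, 100 control genes) with 32 of 33 quiescence, 79 of 84 differentiation and 186 of 199 inflammatory response genes. MtC-like cells were scored for the 10 leading genes, at 50 CPM or more, of the aLSC-like, qLSC-like, CBC-like and CjBC-like classes. Lists of clock, immediate early, heat shock, interferon and abundant epithelial genes were compared with 10000 random lists matched in 20 bins of level, in groups with at least 50 cells in each library. Alternatives were a stricter filter (1000 genes, 5% mitochondrial UMIs), other scalings, other doublet calls, thinning to 5000 UMIs per cell (2000 for immune cells), other gene lists and other clusterings, and their effects are given with the additional observations.

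The computations were tested on simulated data. In simulated sums of UW and W aLSC-like cells with 9902 genes, all 200 genes changed by a known fold had the true sign, with a median error of 0.14 on the log2 scale, and 96.0% of the intervals held the true ratio. TMM found a shift of 0.03 and DESeq2 one of 0.05 where the true shift was 0.03. A list of 17 raised genes lay at percentile 100, and 5% of 200 unchanged lists fell outside the central 95%. SCENIC, CellPhoneDB, NicheNet and RNA velocity were not run, the human cells were not analysed here, a leading gene of an epithelial cluster is not reported here, and no overlap was tested with Table S3, of which the copy used here is smaller than the paper's.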

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

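Levels of the interferon list were a planned question. The tests of explanations for *Gpha2*, for the interferon genes and for *Hes1* were chosen only after these results were seen. UW and W are 1 library each, so none of the patterns has a replicate check.

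*Gpha2*, a marker of qLSCs, stood out in cells the paper does not report it for. In CSC-like cells it went from 821 CPM (811 to 832) in UW to 4206 CPM (4184 to 4229) in W, a log2 ratio of 2.36, and in cluster 10 from 234 to 2611 CPM (2576 to 2646). A UMI was found in 73.5% (71.7 to 75.3) of UW and 96.3% (95.3 to 97.1) of W CSC-like cells. RNA of limbal cells free in the droplets would add about as many UMIs to every cell, but CSC-like cells of W held 79.4 *Gpha2* UMIs per cell, against at most 1.00 in an immune class and 39.6 in qLSC-like cells, the highest epithelial class. Cluster 10 held 34.4 UMIs per cell. Limbal cells mixed into the stromal cells would bring their keratins, but *Krt14* UMIs per CSC-like cell were 5.55% of those per qLSC-like cell, while for *Gpha2* the same ratio was 201%. For cluster 10 the ratios were 4.72% and 86.8%. These values argue against both explanations in either group. Reads of another gene counted as *Gpha2* were not tested. A rise of *Gpha2* in stromal cells after wounding is a hypothesis that these tests leave open.

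The interferon list of 17 genes, in which *Irf7* is a factor of Fig. 3E and *Ifitm3* a marker that defines qLSC-like cells, had a median log2 ratio of 2.39 in CSC-like cells and 1.40 in cluster 10, groups for which the paper does not report these genes, and lay at percentile 100 of 10000 random lists of like level. The same held in every one of the 11 groups with at least 50 cells in both libraries, from 1.22 in qLSC-like to 3.53 in aLSC-like cells. RNA of immune cells free in the droplets of W would add about as many UMIs to every cell. The rise was therefore set against the UMIs per cell in the immune class with the fewest. Since *Krt14* UMIs per cell varied 1.5-fold over stromal and immune classes of W, that number was multiplied by this ratio. In CSC-like cells the rise was above it for 17 of the 17 genes, in cluster 10 for 15, and in SfC-like cells, the lowest of all groups, for 14. For *S100a8*, CSC-like and DC-like cells lay above a number found by this rule, so it is no upper bound and decides nothing here. The rise was above every immune class, which express such genes themselves, for 8 genes in CSC-like cells, 10 in CBC-like cells and 0 in cluster 10. For those 8 genes in CSC-like cells this argues against free RNA as the whole source. In cluster 10 the test cannot decide. Whether the rise belongs to the wound or to another difference between the pools of mice stays open, which 1 library per condition gives no way to test.

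Of 28 genes compared in aLSC-like and qLSC-like cells, 5 went in opposite directions, each with intervals on opposite sides of 0 before any scaling of the sums. The log2 ratio of *Hes1* was 2.20 in aLSC-like and -0.85 in qLSC-like cells, a difference of 3.05. The differences were 2.30 for *Fosl1* (1.88 and -0.42), 2.11 for *Smad7* (1.66 and -0.45), 1.87 for *Foxq1* (1.72 and -0.16) and 1.39 for *Cebpb* (0.25 and -1.15). These differences were not tested, since there is 1 sum per class and library. With cluster 2 counted as aLSC-like, the aLSC-like ratios were 1.17 for *Hes1*, 0.59 for *Fosl1*, 1.43 for *Smad7* and 0.93 for *Foxq1*, still opposite to qLSC-like cells, while that of *Cebpb* was -0.48 and no longer so. For *Hes1*, the scaling of the sums was tested. Over all settings run, cluster 2 counted as aLSC-like included, the lowest ratio in aLSC-like cells was 1.17 and the highest in qLSC-like cells -0.70, which argues against scaling or depth as the cause. Class boundaries that follow genes with different levels in the libraries cannot be told apart from a response of *Hes1*. At a resolution of 0.8 the ratios were 1.63 and -0.81, a difference of 2.44, but without the genes that differ between the libraries no aLSC-like cluster formed, and only the qLSC-like ratio could be given (-0.95). With TMM scaling, the qLSC-like ratios were -0.28 for *Fosl1*, -0.31 for *Smad7* and -1.01 for *Cebpb*, still below 0, and -0.02 for *Foxq1*, and DESeq2's size factors gave the same to 2 decimals, so the opposite direction of *Foxq1* nearly vanishes. No other explanation was tested for these 4 genes.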

How the results depend on the processing

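The alternatives that leave out cells named in the first doublet columns, change the epithelial or immune resolution, leave out scrublet doublets among monocytes and macrophages, cluster without genes that differ between the libraries, count cluster 2 as aLSC-like, take the S phase cluster with MtC-like cells, leave out the CBC genes of the origin score or scale the gene lists by DESeq2's size factors were chosen after seeing the data, and the others were planned. No paired analysis was possible because each condition is 1 library. A value is counted as kept when it had the sign of the main value, which shares within W always do.

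Under all alternatives run, 119 of 120 values of the 20 shares kept their direction, 44 of 49 for 8 phase shares, 14 of 15 for 4 origin shares, 23 of 24 for 6 signature scores, 1031 of 1052 for 132 gene ratios, 104 of 110 for 55 gene list medians, and all 3 and 4 for the likeness of responses and the signs of Table S3. Of 255 values for 51 gene levels in immune cells of W, 253 kept a UMI where the main value had any; *Jag2* in Mac-like and *Itgam* in T-like cells lost theirs on thinning. Leaving out the cells scrublet called doublets, 7 cells, moved no result beyond its interval.

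Phases depended on the scoring most. With each library scored alone, the W minus UW difference in the G1 share changed sign in aLSC-like (16.5 percentage points in place of -20.9), CSbC-like (11.8 in place of -24.4), SfC-like (20.7 in place of -26.8) and CjSfC-like cells (11.6 in place of -16.0). It shrank in qLSC-like (-0.643 in place of -29.4), CBC-like (-1.88 in place of -25.0) and CjBC-like cells (-2.31 in place of -31.8). By its construction this alternative draws the control genes of the score among genes of like level within 1 library, which takes out part of a change in the level of the phase genes between the libraries. With the older gene list the difference was -19.5 in CSbC-like, -15.4 in SfC-like and -9.04 in CjSfC-like cells, and after thinning -22.0 in SfC-like, -27.0 in CjBC-like and -20.4 in CjSfC-like cells. Taking MtC-like cells with the S phase cluster turned the difference in their G2/M share from -7.70 to 19.2, since it adds cells in S by its construction, proportionally more of them in UW. Without the CBC genes, the W minus UW difference in the share of MtC-like cells with the highest score for qLSC went from 6.84 to -9.57 percentage points, and the cause was not tested.

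Counting cluster 2 as aLSC-like moved the difference in the aLSC-like share from 0.767 to 2.96 percentage points and in the CBC-like share from 4.68 to 2.48, the difference in the G1 share to -34.8 in aLSC-like and -0.464 in CBC-like cells, and the difference in aLSC-like medians to 0.0492 for differentiation and 0.0290 for inflammatory response. Origin scores, gene lists and the likeness of classes were not computed again under this name. At a resolution of 0.8 the share differences were 2.86 for aLSC-like, 6.87 for CBC-like, 6.18 for qLSC-like, 7.22 for MtC-like and 4.48 for CjBC-like cells, and at 0.6 5.80 for CBC-like and 5.44 for qLSC-like cells. Clustered without genes that differ between the libraries, they were 2.85 for CBC-like and 7.95 for qLSC-like cells. At 0.6 and without those genes no cluster was aLSC-like, so these settings give no value for it. Over corneal epithelial cells alone the differences were 8.57 for qLSC-like, 10.7 for MtC-like and 6.70 for CBC-like cells, which follows from the smaller total.

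The stricter filter gave 7.97 for the qLSC-like and 5.84 for the CBC-like difference, 2.29 for cluster 10 and 10.9 for the immune cells of all cells, and shares of 21.2% Mono-like, 10.2% T-like, 9.22% DC-like and 7.83% Mac-like cells among immune cells of W. It kept 44 UW and 79 W aLSC-like cells, under which the log2 ratio of *Icam1* in that class went from -0.65 to 2.17. At an immune resolution of 0.5, 35.6% of immune cells of W were Neu-like, 12.9% T-like and 5.95% DC-like, and at a resolution of 1.5 34.1% of monocytes and macrophages were Arg1 Mac-like. For these the cause was not tested.

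With a plain mean of the genes, the W minus UW difference in qLSC-like medians was 0.000790 for inflammatory response in place of -0.0142, -0.00697 for differentiation and -0.0742 for quiescence. Without the 5 genes of highest level it was 0.0626 for differentiation and 0.0442 for inflammatory response in aLSC-like cells, and -0.0364 for differentiation and -0.0629 for quiescence in qLSC-like cells. TMM scaling moved the share of genes listed as lower in Table S3 with that sign to 98.7%, and a minimum of 100 counts the median r between epithelial classes to 0.715. The cause of these shifts was not tested.

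Depth limits what the smallest groups can show. The UW library held 15 immune cells, so no change within immune cells could be measured. Gene ratios in aLSC-like cells rest on 244 and 219 cells, and several UW sums there are small, with 14 UMIs for *Birc5*, 27 for *Irf7* and 51 for *Icam1*.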

Differences from the paper's values

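The classes of cells were rebuilt here, the paper's tests took cells as replicates, and SfC-like covers the paper's CSfCs and LSfCs. The alternatives named were set before the data were examined unless said otherwise. Of Table S3, the copy used here lists 1145 genes as up-regulated in at least 1 subcluster, and the paper's number is 3746. It lists 1315 as down-regulated, and the paper's number is 3446. No alternative applies to these. The mean of 3883 genes per cell matches the number printed in Fig. S2A, and the paper's text gives 2882.

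Among epithelial cells, the aLSC-like share was 1.81% in UW, and the paper's share is about 7.3% in Fig. 2G, read by eye. In W it was 2.57%, and the paper's share is about 8.3% in Fig. 2G, read by eye. With the stricter filter (0.348% and 1.02%) and without scrublet doublets the shares differed in the same way. Counting cluster 2 as aLSC-like, an alternative chosen after seeing the values, gives 9.37% and 12.3%, within 1.5 times of the paper's, and drops 3 of the paper's values that the main names come close to, namely the CBC shares, at 4.79% in UW against the paper's about 12% and 7.28% in W against the paper's about 17% in Fig. 2G, read by eye, and the CBC share in G1 of UW, at 0.464% against the paper's about 46% in Fig. 3C, read by eye. It brings other values closer without reaching them. The aLSC-like share in G1 of UW is 72.6% in place of 60.7%, the paper's being about 80% in Fig. 3C, read by eye, while that of W is 37.8% in place of 39.7%, farther from the paper's about 52%, and the CBC share in G1 of W is 0% in place of 21.4%, the paper's being about 5.5%. All 6 aLSC-like median scores of Fig. 3D come closer and none within the error, the differentiation scores being 0.0465 in UW and 0.0956 in W.

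Neu-like cells were 28.4% of immune cells of W, and the paper's share is about 57% in Fig. 5C, read by eye. Neither the stricter filter nor leaving out scrublet doublets brings them closer than 1.5 times. Here 32.2% of these cells stayed unnamed, among them 139 cells of a cluster led by neutrophil-type genes. In the deposited clusters, 710 of the 1530 immune cells of W were Neu-like, within 1.5 times of the paper's share, a comparison made after the values were seen.

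CBC-like cells of W were in G1 for 21.4%, and the paper's share is about 5.5% in Fig. 3C, read by eye. MtC-like cells of UW were in G2/M for 80.7% and in S for 19.3%, and the paper's shares are about 52% and about 48% in Fig. 3C, read by eye. None of thinning, the older gene list, scoring each library alone and leaving out scrublet doublets reaches these 3 values.

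Median scores differ from the paper's in Fig. 3D, where all of the paper's values below were read by eye. The quiescence score of aLSC-like cells was 0.0741 in UW, the paper's being about -0.01, and -0.00631 in W, the paper's being about -0.09. In qLSC-like cells it was 0.123 in UW, the paper's being about 0.06, and 0.0348 in W, the paper's being about -0.03. The differentiation score of aLSC-like cells was 0.0798 in UW, the paper's being about 0.06, and 0.186 in W, the paper's being about 0.11. In qLSC-like cells it was 0.0478 in UW, the paper's being about 0.065, and 0.0205 in W, the paper's being about 0.042. The inflammatory response score of aLSC-like cells was -0.00356 in UW, the paper's being about -0.015, and 0.0617 in W, the paper's being about 0.02. In qLSC-like cells it was -0.00561 in UW, the paper's being about 0.01, and -0.0198 in W, the paper's being about 0.003. Without the 5 genes of highest level, 3 of these come within the error, the quiescence score of qLSC-like cells of UW (0.0558) and the inflammatory response score of aLSC-like cells of UW (-0.0214) and W (0.0229), and after thinning the inflammatory response score of aLSC-like cells of UW does (-0.00655). The plain mean, and the other scores under each of these alternatives, still differ. The direction from UW to W is the paper's for all 6 pairs of medians.

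Beyond these values, several directions or rankings the paper states differ here. The paper places MtCs of UW mainly in S phase and has more of them in G2 after wounding, and 80.7% of UW and 73.0% of W MtC-like cells were in G2/M. Taken with cluster 8, an alternative chosen after seeing the values, 74.0% of UW were in S and 44.8% of W in G2/M. It derives MtCs of UW mainly from aLSCs, which the gene lists of the origin score could not test here. It finds monocytes in wounded corneas only, and 1 UW cell was Mono-like. It gives numbers of changed genes for neutrophils (Fig. 5D), and the 5 UW cells in Neu-like clusters here had no UMI of *S100a8* or *S100a9*. Among epithelial subpopulations (Fig. S5A) it calls *Creb5* specific to aLSCs, qLSCs, CBCs and MtCs, and CjBC-like cells had 33.9 CPM in UW and 91.2 in W, above the 21.2 and 74.3 of CBC-like cells.

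The paper names *Irf7*, *Creb5*, *Elk3*, *Fosl1* and *Klf7* among the top up-regulated factors of its network analysis, without stating that each rose in all 4 classes. Here 4 of them had higher sums in W in all 4 classes, and *Fosl1* had lower ones in qLSC-like (-0.42) and MtC-like cells (-0.59). The paper finds *Irf7* and *Creb5* alone in all 4 classes. That is a ranking of factors, which the sign of a summed level does not measure. By that sign *Elk3* (2.27 in MtC-like cells, its class without a mark in Fig. 3E), *Klf7*, *Hmgb2*, *Ybx1*, *Sap30* and *Prdm1* were higher in all 4 as well. It describes signalling to *Icam1* and through TGF-beta as stronger after wounding, and these statements are about pairs of genes. The level of *Icam1* was lower in W in aLSC-like (-0.65, but 2.17 with the stricter filter) and qLSC-like cells (-0.97), and that of *Tgfbr1* in qLSC-like cells (-1.39). It names *Cebpb* as a target that is highly expressed in qLSCs through Tregs, and its level in qLSC-like cells was lower in W (-1.15).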

Other observations

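The clock, immediate early, heat shock and interferon lists, the sex genes and the lists of other cells were planned. Every test of an explanation in this part was chosen after its result was seen. Gene list medians are compared with random lists of the same size and like level, as a description of these libraries.

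The evening-phase clock genes were lower in W. Their median log2 ratio was -1.11 in CEpC-like cells, -0.56 in CSC-like cells, -0.43 in cluster 10, -1.81 in CBC-like cells, -1.10 in CSbC-like cells, -1.18 in CjBC-like cells, -0.68 in CjSfC-like cells, -1.65 in MtC-like cells, -0.45 in SfC-like cells, -1.30 in aLSC-like cells and -1.38 in qLSC-like cells. It lay in the lowest 2.5% of the random lists in 10 of 11 groups, the exception being SfC-like cells (percentile 3.77). Of the 10 genes, *Dbp*, *Hlf*, *Tef* and *Nr1d1* are also factors that Fig. 3E marks as lower. Another time of day at collection would be expected to raise the morning-phase genes together, and their median was in the highest 2.5% of random lists in 0 of the 11 groups. It ran from -0.44 in qLSC-like to 0.38 in CjSfC-like cells, and its sign in CEpC-like and CSC-like cells changed with the scaling. A morning list that did not rise does not exclude a smaller shift of the hour, so the time of collection and the wound cannot be told apart with 1 collection per condition. A change of clock output after wounding is a hypothesis that stays open.

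Immediate early genes were lower in W in most groups, with a median in the lowest 2.5% of random lists in 8 of 11. It was -1.30 in CSC-like, -1.08 in qLSC-like, -0.90 in MtC-like and -0.83 in CEpC-like cells, and the exceptions were CSbC-like (-0.37), CjSfC-like (-0.21) and aLSC-like cells (0.22). *Atf3* and *Socs3* of this list are markers that define aLSC-like cells. Heat shock genes were in the lowest 2.5% in CEpC-like (-0.71), CSC-like (-0.49), CBC-like (-0.77), CSbC-like (-0.64), CjBC-like (-0.61), MtC-like (-0.82) and qLSC-like cells (-0.69). Both lists were that low in 6 groups. Another degree of stress during dissociation would lower both lists, and so could a biological change, so these cannot be told apart where each condition was dissociated once. The authors state that cells with a dissociation signature and no other marker were removed.

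The share of aLSC-like cells in G1 was lower in W when both libraries were scored together. The median log2 ratio of the G2/M genes in the sums of this class, which use no score, was 0.66 (percentile 100 of random lists), which argues against the joint scoring as the whole cause, while that of the S genes stayed inside the random lists (percentile 95.9). The rise in G2/M UMIs was 16.9 per aLSC-like cell. Among immune classes of W, Neu-like cells had the fewest G2/M UMIs, 6.19 per cell, or 9.30 with the spread of *Krt14* allowed for. DC-like cells, with their own expression, had the most, 20.8, and Mac-like cells had 17.5. The number per cell rose by 5.94 in CSC-like cells and 3.68 in cluster 10 and fell by 5.51 in SfC-like cells. The rise in aLSC-like cells was above 9.30 and unlike these, but for *S100a8* a number found by this rule was no upper bound. That rise also lay below the numbers of DC-like and Mac-like cells. So the test cannot decide whether RNA of dividing cells free in the droplets is the whole cause. Scored alone, the share rose by 16.5 percentage points, so the G1 calls stay undecided. The G2/M share of this class rose under every setting run, by 13.2 percentage points scored alone and by up to 27.1 otherwise. In the other groups the median of the G2/M genes was 1.69 in CEpC-like, 0.92 in CSC-like, 1.17 in CBC-like, 1.84 in CSbC-like, 1.73 in CjBC-like, 1.18 in CjSfC-like, 1.42 in SfC-like and 1.35 in qLSC-like cells and 0.46 in cluster 10, and that of the S genes between 0.29 in CSC-like and 1.58 in CEpC-like cells, all in the highest 2.5% of random lists. Summed over the list, the G2/M genes moved less in SfC-like cells (1736 CPM in UW and 1858 in W) and cluster 10 (929 and 993), and in CSC-like cells the sum was lower in W, so these medians are not read as more dividing cells there. The exception was the MtC-like class, at -0.83 for the G2/M genes and -0.11 for the S genes.

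*Krt14* was higher in W in the stromal groups and all 8 epithelial classes. In stromal and immune cells of W it stood at 10.3 to 15.5 UMIs per cell, a highest over lowest ratio of 1.5 where the median depths of these groups differed 6.93-fold, a like number per droplet that is consistent with epithelial RNA free in the droplets. In the 8 epithelial classes the rise from UW was between 66.0 UMIs per cell in SfC-like and 416 in CBC-like cells, against at most 12.9 per immune cell of W, which argues against free RNA as its whole source. The median of the list of abundant epithelial genes, which holds *Krt14*, was nevertheless below 0 in 10 of 11 groups, from -1.20 in CjBC-like to -0.38 in CSbC-like cells, and 0.07 in SfC-like cells.

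*S100a8*, an abundant gene of neutrophils, was found in the epithelium of W. Its level in aLSC-like cells, named here after its value was seen, was 132 CPM (119 to 145) in W, and no UMI was found in UW (up to 1.06 CPM), a log2 ratio of at least 6.96. It is not particular to limbal stem cells, with 10.0 UMIs per MtC-like, 3.43 per CSbC-like and 2.69 per CjBC-like cell of W. RNA of neutrophils free in the droplets was tested against the other stromal and immune classes, of which Mono-like cells had the most, 1.90 UMIs per cell, and T-like cells the fewest, 0.244. With the spread of *Krt14* allowed for, the class with the fewest gives 0.367 UMIs per cell. Mac-like cells lay below this number, at 0.333. CSC-like cells held 0.869 and DC-like cells 0.805, so it is no upper bound on free RNA. There were 4.13 UMIs per qLSC-like cell, above all of these classes, which argues against free RNA as the whole source there. For aLSC-like cells, with 1.89, the test cannot decide, since that number is no higher than in Mono-like cells. Neutrophils counted among these cells would bring *Srgn*, which had 2.89 UMIs per 100 of *S100a8* in aLSC-like and 2.09 in qLSC-like cells against 45.9 in Neu-like cells, which argues against them. A rise in the epithelium after wounding is a hypothesis that these tests leave open.

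The listed signs of Table S3 held least often for its qLSC sheet. All 720 entries of that sheet appear with the same genes and values among the 1062 entries of the aLSC sheet. Their signs held for 99.6% of genes in the sums of aLSC-like cells and for 92.2% in those of qLSC-like cells, which is consistent with a sheet that lists the comparison made in aLSCs. Both sheets of Table S4 held the same 339 entries, with qLSC as the receiver in each.

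Cluster 10 had the collagens that mark corneal endothelium in the paper, yet *Myoc*, *Penk*, *Igfbp7* and *Fmod* led it. In W it held 12.3 *Myoc* and 9.73 *Penk* UMIs per cell, against 0.0809 and 0.0314 in CSC-like cells. In UW it had stromal *Dcn* at 44192 CPM, against 40495 in CSC-like cells, while *Kera* was lower (2747 against 7482). The endothelial markers *Slc4a11* (53.9 against 1.79 CPM) and *Col8a1* (306 against 2.53) were higher. So it had genes of both kinds of cells in UW, and its name stays open. No explanation was tested.

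The paper states that the mice were male. *Xist* had a UMI in 9 of 16450 UW and 10 of 12417 W cells, *Ddx3y* in 69.5% and 59.2%, *Eif2s3y* in 70.6% and 65.5%, *Uty* in 22.1% and 20.8%, and *Kdm5d* in 22.2% and 18.0%. At least 3 genes of a list were found together in 4 UW and 9 W cells for vascular endothelium, 0 and 2 for Schwann cells, and 0 and 1 for mast cells and basophils, the W cell being the single one that gave an immune cluster its highest genes by fold, and in 0 cells for melanocytes, goblet cells and red blood cells (haemoglobin genes).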
